# Caloric restriction promotes resolution of atherosclerosis in obese mice, while weight regain accelerates its progression

**DOI:** 10.1172/JCI172198

**Published:** 2025-07-08

**Authors:** Bianca Scolaro, Franziska Krautter, Emily J. Brown, Aleepta Guha Ray, Rotem Kalev-Altman, Marie Petitjean, Sofie Delbare, Casey Donahoe, Stephanie Pena, Michela L. Garabedian, Cyrus A. Nikain, Maria Laskou, Ozlem Tufanli, Carmen Hannemann, Myriam Aouadi, Ada Weinstock, Edward A. Fisher

**Keywords:** Cardiology, Inflammation, Metabolism, Adipose tissue, Atherosclerosis, Innate immunity

## Abstract

While weight loss is highly recommended for those with obesity, >60% regain their lost weight. This weight cycling is associated with an elevated risk of cardiovascular disease, relative to never having lost weight. How weight loss and regain directly influence atherosclerotic inflammation is unknown. Thus, we studied short-term caloric restriction (stCR) in obese hypercholesterolemic mice, without confounding effects from changes in diet composition. Weight loss promoted atherosclerosis resolution independent of plasma cholesterol. Single-cell RNA sequencing and subsequent mechanistic studies indicated that this can be partly attributed to a unique subset of macrophages accumulating with stCR in epididymal white adipose tissue (eWAT) and atherosclerotic plaques. These macrophages, distinguished by high expression of Fc γ receptor 4 (*Fcgr4*), helped to clear necrotic cores in atherosclerotic plaques. Conversely, weight regain (WR) following stCR accelerated atherosclerosis progression with disappearance of *Fcgr4*^+^ macrophages from eWAT and plaques. Furthermore, WR caused reprogramming of immune progenitors, sustaining hyperinflammatory responsiveness. In summary, we have developed a model to investigate the inflammatory effects of weight cycling on atherosclerosis and the interplay between adipose tissue, bone marrow, and plaques. The findings suggest potential approaches to promote atherosclerosis resolution in obesity and weight cycling through induction of *Fcgr4*^+^ macrophages and inhibition of immune progenitor reprogramming.

## Abstract 2

Weight cycling increases cardiovascular disease. We show benefits in obese mice of short-term caloric restriction on resolving atherosclerosis inflammation, but weight regain accelerates adverse effects.

## Introduction

Obesity contributes to the establishment and progression of many diseases, including the leading cause of death, atherosclerotic cardiovascular disease (CVD) (1, 2). A major factor thought to underlie this association is the heightened production and release of a variety of potent inflammatory factors (presumably secreted from visceral adipose tissue), such as IL-6, IL-1β, S100A8/9, and TNF-α, based on observational studies in humans and mouse models (3). Contributing to these inflammatory changes are the effects of obesity on insulin resistance and glucose homeostasis. These metabolic perturbations are potent stimulators of local and systemic inflammation through, for example, the production of reactive oxygen species, ligands for the receptor of advanced glycation end products, and activation of macrophages. In mouse studies, it has also been shown that obesity has effects on hematopoiesis (4). This appears to be through IL-1β secretion from visceral adipose tissue (VAT) macrophages, which is promoted by neighboring adipocytes. This subsequently stimulates the proliferation of bone marrow precursors of monocytes and neutrophils (the major mediators of innate inflammatory responses), thereby increasing their abundance in circulation and VAT (4).

Sustained weight loss can decrease the risk or severity of many obesity-associated diseases, including CVD (5–7). In addition to improving insulin sensitivity and glucose homeostasis (8), weight loss decreases leukocytosis and inflammatory marker expression associated with obesity (9, 10). Furthermore, weight regain (WR; which occurs in >60% of dieters) increases clinical CVD risk (11) and adipose tissue inflammation in mouse models (12) over what is observed in those never having lost weight. However, cellular and molecular immune mechanisms that facilitate resolution of obesity-related inflammation with caloric restriction (CR) and heighten inflammation with WR are not completely known.

To begin addressing these gaps, we previously performed (13) single-cell RNA sequencing (scRNA-Seq) of epididymal white adipose tissue (eWAT; a surrogate in mice for human VAT) because of the above noted association between this depot and adverse consequences of obesity on inflammation (14). We profiled eWAT leukocytes of mice fed a high-fat high-cholesterol (HFHC) diet to induce obesity before and after short-term (2 weeks) reduction of caloric intake by 30% (13). By maintaining HFHC feeding throughout the study and reducing caloric intake, we achieved weight loss while avoiding confounding the data by inducing epigenetic changes in monocytes and their precursors related to diet compositional changes that result by shifting to chow (15, 16). Our results demonstrated that this type of CR (referred to here as short-term CR [stCR]) induced a unique immune milieu in the eWAT, neither totally resembling the obese nor the lean landscape.

Most notable was finding an adipose tissue macrophage (ATM) population that accumulates in eWAT with stCR and is characterized by high expression of the IgG antibody receptor Fc γ receptor 4 (*Fcgr4*) (in humans, *Fcgr3a*), which promotes phagocytosis (17). This ATM population expressed many other genes also implicated in phagocytosis, so we hypothesized that these cells assist in clearing apoptotic cells, products of shrinking adipose tissue, and, indeed, there was evidence of this (13). Clearance of apoptotic cells by macrophages (termed “efferocytosis”) is a critical process in inflammation resolution (18–20), and we hypothesized that stCR induces this process in other macrophage-rich tissues and thereby promotes inflammation resolution beyond that in eWAT (13, 21–26). Thus, in this report, we have focused on effects of stCR on atherosclerotic plaques and extended the results to WR.

## Results

### stCR in obese mice promotes atherosclerosis resolution.

We previously showed in multiple mouse models with hypercholesterolemia that substantial lipid lowering results in the resolution of atherosclerosis, as judged by decreased content and inflammatory properties of macrophages (e.g., 24–26). To isolate the effects of weight loss in obesity on established atherosclerosis, a model in which cholesterol levels are not dramatically affected was required. Another consideration in study design was that switching the feeding of a high-fat diet (HFD) to normal chow results in a severe reduction in food intake (27) (mimicking long-term fasting), as well as in epigenetic changes in macrophages and their precursors related to differences in diet composition (e.g., 15, 16). Thus, we adapted a protocol of mild stCR (28), keeping the diet composition the same, to investigate the role of a clinically relevant level of reduced caloric intake and subsequent weight loss in inflammation resolution in atherosclerosis, independent of cholesterol lowering.

Thus, WT mice were treated with *Ldlr* antisense oligonucleotide to induce LDL receptor (LDLr) deficiency (as we described previously) (29) and fed a HFHC diet ad libitum for 24 weeks to develop obesity and advanced atherosclerotic plaques. Tissues from the baseline (BL) group (i.e., mice after 24 weeks of HFHC diet) were harvested. To examine early changes induced by weight loss, the stCR group was switched to daily feeding of 70% of their ad libitum consumption of the same HFHC diet for an additional 2 weeks (Figure 1A). The data show that after 24 weeks of treatment, mice were obese, and after 2 weeks of stCR, they lost 14.3% of their weight (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI172198DS1). Upon harvest, several tissues were weighed and a reduction in eWAT mass was observed (Supplemental Figure 1B) with no significant changes to the masses of inguinal white adipose tissue (iWAT), brown adipose tissue (BAT), liver, or kidney (Supplemental Figure 1, C–F).

Examination of metabolic parameters showed marked improvements with stCR, including reduced fasting glucose (Supplemental Figure 1G), lower HOMA-IR (a measure of insulin resistance; Supplemental Figure 1H), and improved glucose tolerance (Supplemental Figure 1, I and J). Moreover, plasma cholesterol levels remained elevated after stCR, with nonsignificant changes between the 2 groups (Figure 1B). To investigate the lipoprotein distribution of plasma cholesterol, a subset of plasma samples was fractioned by fast protein liquid chromatography (FPLC), and cholesterol was measured in each fraction. The results showed no differences in the cholesterol levels in LDL or VLDL fractions between groups. Though HDL cholesterol (HDL-c) was higher in the stCR group by FPLC (Figure 1C), direct measurements of HDL-c in additional plasma samples showed no difference between BL and stCR mice (Supplemental Figure 1K).

For the evaluation of atherosclerosis, aortic roots were sectioned and investigated for plaque size and composition. While plaque area was comparable between the groups (Supplemental Figure 1L), the stCR group had fewer macrophages, observed both as a decrease in the area of CD68^+^ cells (Figure 1D) and their proportion of the total plaque area (Figure 1E). In an independent analysis, consistent findings were observed from digested aortic arches that were analyzed using flow cytometry. These results showed fewer macrophages in aortic arches of stCR mice compared with the BL group (Supplemental Figure 1M). To further establish that the changes in the macrophage content of atherosclerotic plaques were independent of plasma cholesterol levels, we investigated whether these parameters were correlated. Statistical analysis shown in Figure 1F demonstrated no correlation.

The change in plaque cellular composition without a decrease in area is reminiscent of several of our previous studies (e.g., 26, 30, 31), in which inflammation-resolving plaque properties were the predominant feature, with size less significantly affected as the decrease in plaque macrophages was counterbalanced by collagen enrichment, presumably because the content of matrix metalloprotease–producing (inflammatory) macrophages declined. In human plaques, such depletion of macrophages and enrichment in collagen are taken as signs of increased stability (e.g., 32). To quantify changes in the collagen content of plaques, aortic root sections were stained with picrosirius red, and the positive areas were quantified from polarized light images, which represent collagen I, the most common type in atherosclerotic plaques. Indeed, consistent with our previous data and concurrent with decreased plaque macrophages, there was increased collagen content following stCR (Figure 1G). Representative images of aortic roots stained for CD68 and picrosirius red are presented in Figure 1H. As alluded to above, these compositional changes to plaques are increasingly appreciated as more clinically relevant than plaque size in terms of the risk of plaque rupture and myocardial infarction (33).

### Leukocyte subpopulations in plaques and eWAT dramatically change with stCR.

To investigate at the molecular level how stCR influences the immune compartment in atherosclerotic plaques, first, single-cell suspensions were obtained from aortic arches harvested from mice in both experimental groups. CD45^+^ cells (i.e., all leukocytes) that were viable were sorted, and transcripts of individual cells were sequenced using the 10× Genomics platform (following the method described) (34). Because we have also obtained adipose tissue CD45^+^ single-cell transcriptomic data from the same mice (13), the gene expression profiles from both tissues were merged to identify common subpopulations. Quality control and data filtering are displayed in Supplemental Figure 2A.

Unbiased clustering of the single cells found 23 distinct clusters (Figure 2A and Supplemental Figure 2, B–D). To annotate the different clusters, we used a published meta-analysis of plaque single-cell transcriptomes as a reference dataset (35) (Supplemental Figure 2, C and E). Representative top differentially expressed genes (DEGs) in each cluster are presented in Supplemental Figure 2D and Supplemental Table 1. Many of the clusters in our dataset corresponded to previously published work (35); however, some clusters not found previously were identified as well. For these, we used our previously published dataset from the eWAT CD45^+^ cells (Figure 2A) as the reference dataset (13). Most notable was the appearance of *Fcgr4^+^* macrophages uniquely in our dataset, which was identified due to their preferential accumulation in stCR conditions. Cell proportions were plotted for each tissue in BL and stCR conditions (Figure 2B). Note that while all clusters are shared across eWAT and plaques, their distributions considerably differed in both the obese and stCR conditions.

We also investigated whether obesity and stCR drove similar gene expression in both eWAT and plaques, as well as in distinct leukocyte clusters within each tissue. The expression of each DEG in eWAT was plotted per leukocyte cluster, and its corresponding expression in plaques is shown in Figure 2C. We classified all DEGs (columns) as either BL biased, with log_2_ fold change ≥ 1 higher expression in plaque BL (blue), or stCR biased, with higher log_2_ fold change ≥ 1 expression in stCR (red) across all clusters (rows). Many columns (i.e., DEGs) show a signal in multiple rows (cell clusters), indicating that several clusters differentially express the same genes within each tissue, and often in the same direction (either BL or stCR biased). To look further into this, we plotted the number of clusters that shared DEGs in each tissue (agnostic of whether they are BL or stCR biased). Supplemental Figure 2F shows that most changes in gene expression are restricted to a single cell cluster. Numerous genes, however, were differentially expressed in multiple clusters, with some changing coordinately in >15 (Supplemental Figure 2F and Supplemental Tables 2 and 3).

We next investigated whether genes change concordantly (i.e., undergo expression changes in the same direction in response to stCR treatment) across tissues (Figure 2C). For example, macrophages may have changes resulting from their well-known plasticity in different tissue environments, but there are also likely to be similarities related to the common origin of these cells from circulating monocytes or their response to treatment. When looking at individual genes (columns) across tissues (top and bottom panels), several appear to be similarly changing in both eWAT and plaques (as reflected by showing signals in the same columns in the top and bottom plots). This suggests that a core set of genes (Supplemental Tables 2 and 3) is regulated similarly not only between clusters, but also across tissues (e.g., same column in Figure 2C). Most genes, however, appear to be uniquely differentially expressed in 1 tissue or the other (i.e., not showing concordant signal in Figure 2C), consistent with previous studies (36). Supplemental Table 2 summarizes all DEGs shared by 5 or more clusters, further indicating if the expression is BL or stCR biased and in which tissue.

We also aimed to infer cellular communications between the 23 cell clusters. Ligand–receptor interaction analysis was performed (see Methods), and the number of interacting pairs in plaques and eWAT (Supplemental Figure 2G) was plotted. The color represents the number of ligand–receptor pairs found between clusters in the *x* and *y* axes. Notably, in both plaques and eWAT, the cells with the highest number of significant ligand–receptor interactions among the leukocytes in both BL and stCR groups are the macrophages (such as Foamy-*Trem2* macrophages and activated macrophages), which mostly communicate with other macrophages (Supplemental Figure 2G). In addition, in eWAT of both BL and stCR groups, there were also predicted interactions of inflammatory macrophages with T cells (CD8^+^, Treg, and NKT).

To further explore the responses of each macrophage cluster to stCR, the log fold change (LFC) values of DEGs compared with BL were hierarchically clustered and examined for pathway enrichment (Figure 2D). First, we performed differential expression analysis (see Methods) between stCR and BL within each macrophage cluster and calculated LFC values for those genes in all other macrophage clusters. We then performed hierarchical clustering on the LFC values across genes (rows) and macrophage clusters (columns).

There were 8 well-defined gene clusters capturing distinct patterns of differential gene expression across the macrophage clusters. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses to assess pathway enrichment in each hierarchical cluster were then performed, and the resulting terms are shown in Figure 2D. Interestingly, we have previously observed that *Fcgr4*^+^ macrophages accumulate in the eWAT in obese mice following stCR, and they express many genes associated with phagocytosis (13), a process that would be expected to have important functional effects in both tissues. Analysis of plaque macrophage transcriptome changes with stCR indicated that pathways upregulated in *Fcgr4*^+^ macrophages include “Fc-gamma receptor-mediated phagocytosis” and “regulation of lipolysis in adipocytes” (Figure 2D). Since *Fcgr4*^+^ macrophages were enriched in both plaques and eWAT with stCR, we chose to investigate these cells further and examine whether they play a role in stCR-induced atherosclerosis resolution.

### Fcgr4^+^ macrophages accumulate with weight loss and promote beneficial changes in atherosclerotic plaques.

As just noted, in both plaques and eWAT, stCR increased *Fcgr4^+^* macrophages (Figure 2B and Figure 3A). These transcriptomic results were verified at the protein level using immunofluorescence staining of aortic roots and eWAT sections for macrophages (CD68 and F4/80, respectively) and FCGR4 (Figure 3B).

We hypothesized that the functional consequence of the enrichment would be enhanced tissue repair (specifically, inflammation resolution and favorable tissue remodeling), as suggested by Fc-receptors being potent mediators of phagocytosis (17). Moreover, these macrophages were found to be enriched in other phagocytosis-related genes (13). There is strong rationale for this hypothesis from the recognition in the atherosclerosis field that efferocytosis, or the phagocytosis of dying cells, is an inflammation-resolving process that limits the size of plaque necrotic cores (18). Thus, the fact that *Fcgr4* is increased in stCR conditions made us interested to determine whether this had a functional consequence on efferocytosis.

To mimic this increase in vitro, we measured the efferocytotic activity of macrophages overexpressing the mRNA of the human homolog of *Fcgr4*, *Fcgr3a*. Control cells were similarly treated with a scrambled mRNA sequence. The cells were used in a standard assay (37) in which macrophages are incubated with fluorescent apoptotic cells, with efferocytotic activity quantified by counting the frequencies of macrophages that consume apoptotic cells. *Fcgr3a*-overexpressing macrophages had enhanced efferocytotic capacity compared with control cells (Figure 3, C and D), suggesting that the basal level of expression was limiting. To examine whether stCR induces efferocytosis in vivo, plaque necrotic core size was assessed in aortic root images, which, as alluded to above, has been shown to inversely correlate with macrophage efferocytotic activity (37, 38). Indeed, the data showed smaller necrotic cores in the stCR group (Figure 3, E–G).

To further examine macrophage efferocytotic capacity in vivo, plaques were also assessed as described previously (37) for macrophage-associated apoptotic cells (observed as TUNEL^+^). The results showed that compared with BL mice, plaques in the stCR group tended to have more macrophages associated with apoptotic cells (Figure 3H), again indicative of increased efferocytosis. Notably, we previously reported in eWAT that after stCR, the content of macrophages that had multiple nuclei increased, consistent with their efferocytosis of apoptotic cells (13). Here, we found by immunostaining that in both BL and stCR mice, a sizable proportion of the efferocytes in plaques were FCGR4^+^, with substantially more efferocytes expressing FCGR4 in the stCR group (33% in BL and 62% in stCR plaques; Figure 3, I and J). It should be remembered that each macrophage performing efferocytosis typically clears several apoptotic cells (37–39). Therefore, even a modest increase in macrophages that have enhanced efferocytotic ability can result in a large increase in dead cell removal, consistent with what we have observed with changes in the necrotic core.

We also investigated whether stCR influences the expression of inflammatory and pro-resolving genes by performing flow cytometric analysis of plaque macrophages (Supplemental Figure 3A). This analysis revealed that stCR increased the levels of proteins associated with pro-resolution (e.g., CD163 and CD206) and decreased levels of those associated with inflammation (e.g., Ly6C and CD14). We further tested the response of macrophages overexpressing the human *Fcgr3a* to inflammatory and anti-inflammatory stimuli. To confirm that the *Fcgr3a* overexpression was successful and specific, we measured the expression of the human (*Fcgr3a*) and mouse (*Fcgr4*) genes and found no difference in the expression of *Fcgr4* but a marked increase in *Fcgr3a* (Figure 3K). Upon exposure to the inflammatory stimulus LPS, *Fcgr3a*-overexpressing macrophages showed decreased expression of pro-inflammatory genes, including *Il6*, *Tnfa*, and *Nos2* (Figure 3K). The response to IL-4 was more diverse, as *Fcgr3a*-overexpressing macrophages enhanced the expression of the pro-resolving gene mannose receptor (*Mrc1*), but not Arginase 1 (*Arg1*), as shown in Figure 3K.

We sought to further characterize *Fcgr4^+^* macrophages by performing bulk RNA-Seq on eWAT macrophages that were either FCGR4 positive or negative. 

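The bulk RNA-Seq data comprised 8 libraries of eWAT macrophages, 1 library of FCGR4+ and 1 of FCGR4- cells from each of 4 mice. The mice had been fed the HFHC diet for 24 weeks and then kept on stCR, with 30% less food, for 2 weeks. The authors mapped the read pairs to the mouse genome build mm10 with STAR and counted them on genes with featureCounts, and the deposited values are these counts without normalization. A pair that mapped to several places was counted at each of them, and strand was not used, so genes with a near-identical copy carry counts that may belong to the copy, while pairs on exons shared by overlapping genes were left uncounted. The total counts in FCGR4+ libraries were 59525925 in mouse 1, 50379414 in mouse 2, 66856746 in mouse 3, and 48687455 in mouse 4. In FCGR4- libraries they were 62219077 in mouse 1, 35992794 in mouse 2, 53689196 in mouse 3, and 61669620 in mouse 4. At these depths, 3 counts correspond to between 0.0440 and 0.0883 normalized CPM (counts scaled to the size of the library), and values at this floor were not distinguished from 0. Of the 54146 genes in the deposited counts, the 17095 with at least 10 counts in at least 4 libraries were tested, and they held at least 99.8% of each library's counts. Counts were normalized by edgeR's TMM method, with factors between 0.937 and 1.11, and compared between populations by edgeR's quasi-likelihood test with mouse as a block. The threshold was an adjusted P value under 0.1 with Benjamini-Hochberg adjustment, the threshold the paper uses for its own pathway queries. No pair of libraries of the same population was a duplicate. The chi-square statistic per degree of freedom between such libraries was at least 83.6. The number of DEGs, 217, depended strongly on the test and on the filter, since DESeq2 called 1024 genes and edgeR with no filter on low counts called 1054.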

Obese mice were subjected to stCR, after which single cells from eWAT were isolated. FCGR4 positive and negative macrophages were flow-sorted and their transcriptomes compared. DEGs between macrophages expressing FCGR4 and those not expressing it are presented in Supplemental Table 4 and Figure 3L. 

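*Fcgr4*, the gene of the sorted protein, lies on the plus strand of chromosome 1 of mm10 from 171018920 to 171029761. Its level was 199.6 ± 42.4 normalized CPM (SD, n = 4 mice) in FCGR4+ macrophages and 66.1 ± 18.3 (SD, n = 4) in FCGR4- macrophages. This was a log2 fold change of 1.61 (standard error 0.173, adjusted P = 0.0162 by edgeR's quasi-likelihood test), and the level was higher in FCGR4+ cells in 4 of 4 mice. With each mouse left out in turn, the log2 fold change stayed between 1.43 and 1.71. The other Fcγ receptors did not pass the threshold in this fit. *Fcgr1*, higher in 4 of 4 mice (adjusted P = 0.202 by edgeR), passed with DESeq2 (adjusted P = 0.00936) and with no filter on low counts (adjusted P = 0.0608), over alternatives that reached up to 0.943. The log2 fold changes of these receptors were 0.56 for *Fcgr1*, 0.26 for *Fcgr3*, and 0.11 for *Fcgr2b*. Of the sequence of *Fcgr3*, 12.8% also occurs in *Fcgr2b*.

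Across the 17095 genes tested, 217 passed the threshold in the paired fit, 14 with higher and 203 with lower expression in FCGR4+ macrophages, and 214 of them changed in the same direction in 4 of 4 mice, as 18.8% of all tested genes did, where chance gives 12.5%. The same-numbered libraries come from 1 mouse, and they deviated together. The correlation of their deviations from the population means across genes had a median of 0.336 for the same mouse and -0.0615 for different mice. In a fit with no replicate block, 48 genes passed the threshold, 1 of them higher and 47 lower, and 47 of the 48 were also called in the paired fit.

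Among the genes labeled in Fig. 3L, 4 passed the threshold. *Aif1* had a log2 fold change of 0.98 (standard error 0.160, adjusted P = 0.0631 by edgeR), *Ccr7* of -3.54 (standard error 0.39998, adjusted P = 0.0195), and *Cxcr2* of -2.33 (standard error 0.315, adjusted P = 0.0396), beside *Fcgr4*. The fold change of *Aif1* no longer passed when any mouse was left out, with adjusted P values from 0.113 to 0.222. That of *Cxcr2* passed in 3 of these 4 fits and did not without mouse 4 (adjusted P = 0.124 by edgeR). That of *Ccr7* passed in 4 of 4. With no replicate block, *Aif1*, *Ccr7*, and *Cxcr2* did not pass, with adjusted P values of 0.783, 0.107, and 0.443 by edgeR. The 3 others labeled as higher, apart from *Il10* and *Pparg*, were higher in 4 of 4 mice and did not pass. *Mertk* had an adjusted P of 0.291, *Mlxipl* of 0.303, and *Marco* of 0.445. *Mlxipl* and *Marco* were lowly expressed, at 1.69 ± 1.01 and 2.20 ± 0.825 normalized CPM (SD, n = 4) in FCGR4+ macrophages. The highest log2 fold change past the threshold was that of *S1pr5*, at 4.01 (adjusted P = 0.0527 by edgeR), from 0.119 ± 0.171 to 2.09 ± 3.35 normalized CPM (SD, n = 4), with 7.10 in mouse 1 and at most 0.790 in the others. *Cd300e* followed at 2.36 (adjusted P = 0.0631), and passed in 1 of the 4 fits with a mouse left out. Among the lowest were those of *Erv3*, *Tpsg1*, and *Muc13*, which had at most 2 counts in any FCGR4+ library. *Erv3* was at least 49.4-fold lower on the mean of the mice. Its level in FCGR4- libraries ranged from 0.454 normalized CPM in mouse 4 to 6.49 in mouse 1, so this bound leans on mouse 1.

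**Figure D1:**
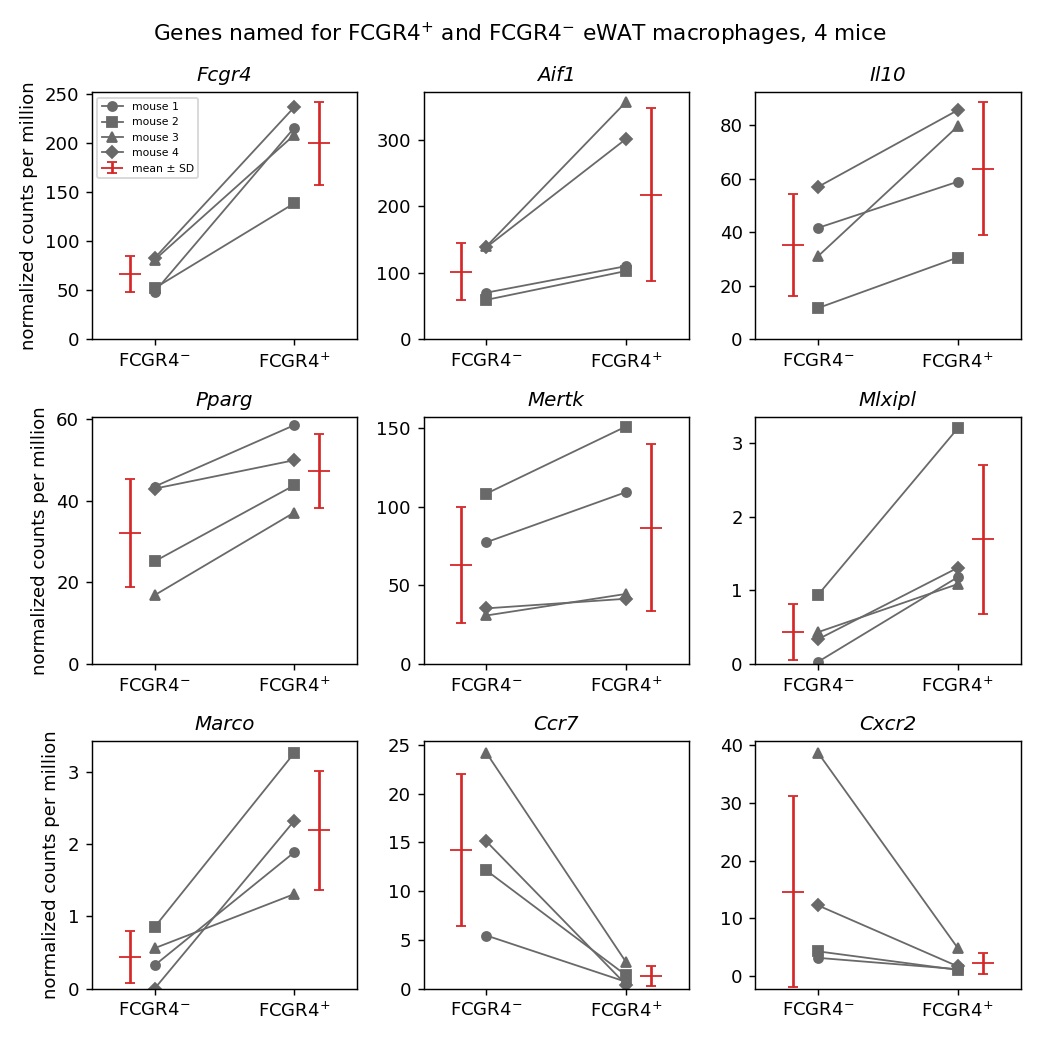
Normalized CPM (vertical axes, from 0 except where an error bar extends below it) of 9 genes in FCGR4- and FCGR4+ eWAT macrophages, with a line for each of 4 mice and the mean ± SD in red. *Fcgr4* rose and *Ccr7* and *Cxcr2* fell in 4 of 4 mice, while *Marco* and *Mlxipl* stayed below 4 normalized CPM.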

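*Il10* (chromosome 1 of mm10, 131019845 to 131024974) was expressed at 63.7 ± 24.9 normalized CPM (SD, n = 4 mice) in FCGR4+ macrophages and 35.4 ± 19.02 (SD, n = 4) in FCGR4- macrophages. Its log2 fold change was 0.95 (standard error 0.199), with an adjusted P of 0.126 by edgeR's quasi-likelihood test, above the threshold of 0.1. *Pparg* (chromosome 6, 115360951 to 115490399) was expressed at 47.4 ± 9.12 and 32.2 ± 13.3 normalized CPM (SD, n = 4). Its log2 fold change was 0.64 (standard error 0.181, adjusted P = 0.262 by edgeR). Both genes were higher in FCGR4+ macrophages in 4 of 4 mice. With DESeq2, the paper's tool, both passed, with an adjusted P of 8.3e-04 for *Il10* and 0.0399 for *Pparg*, and the fold changes were 0.95 and 0.64 on the log2 scale. An efferocytosis list of 117 genes, with *Il10*, *Pparg*, *Mertk*, and *Fcgr4* among them, was written by hand. It was written after part of Supplemental Table 4 had been read, so it is not independent of the paper's result. The list held 110 tested genes. Of these, 2 were called higher, *Fcgr4* and *Ccl8* (log2 fold change 1.32, adjusted P = 0.0994), against 14 of all 17095 genes (one-sided Fisher's exact test, P = 0.00355, adjusted over 8 list tests 0.00473). Since *Fcgr4* is the marker the cells were sorted on, the test was repeated without it, a choice made after the values were seen, and the P of Fisher's exact test was then 0.0857. Called lower were 2 genes of the list, *Slc7a11* (log2 fold change -2.23, adjusted P = 0.0772 by edgeR) and *Cd163* (-0.96). When the P values were adjusted over the list alone, 13 of its genes passed as higher, and DESeq2 called 14 higher (Fisher's exact P = 2.3e-11). The median log2 fold change of the list was 0.04, and 64 of its 110 tested genes were higher in FCGR4+ macrophages.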

We found that many genes upregulated in FCGR4^+^ macrophages are known to be important in the efferocytosis process, such as *Il10* (40) and *Pparg* (41), adding further evidence of their phagocytic/efferocytotic function. We also queried the significantly up- and downregulated genes (adjusted *P* value < 0.1) of FCGR4^+^ macrophages for KEGG pathway enrichment (Supplemental Figure 3B). Both “response to interferon γ” and “antigen processing and presentation” were enriched in the genes from FCGR4^+^ macrophages, while “extracellular matrix organization,” “regulation of angiogenesis,” and “collagen fibril organization” were enriched in the genes with lower expression in FCGR4^+^ macrophages. 

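Gene lists for these terms were written by hand and are not the gene sets of the paper's enrichment. They were written after part of Supplemental Table 4 had been read, so they are not independent of the paper's result on these libraries. Enrichment among the DEGs of the paired fit was tested against the 17095 tested genes. The test was a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 8 list tests. Of 116 tested genes in the extracellular matrix list, 28 were called lower in FCGR4+ macrophages, or 24.1%, against 1.19% of all tested genes (Fisher's exact P = 4.5e-29, adjusted P = 3.6e-28). The median log2 fold change of this list was -1.70, and 109 of the 116 genes were lower. The largest declines past the threshold were those of *Lamb1* (log2 fold change -3.34, standard error 0.314, adjusted P = 0.00902 by edgeR) and *Col5a3* (-3.21, standard error 0.268, adjusted P = 0.00758). *Col3a1* fell from 342.2 ± 260.2 to 69.8 ± 25.3 normalized CPM (SD, n = 4 mice), and its adjusted P was 0.0988. Of 38 tested genes in the collagen fibril list, 7 were called lower (Fisher's exact P = 2.8e-07, adjusted P = 1.1e-06), and of 104 in the angiogenesis list, 9 were (Fisher's exact P = 4.1e-06, adjusted P = 8.2e-06). Adjusted over each list alone, 83 extracellular matrix, 23 collagen fibril, and 40 angiogenesis genes were lower. The angiogenesis list was no longer enriched in the fit with no replicate block, where none of its genes was called, while the other 2 had a P of 5.8e-13 and 0.00488 by Fisher's exact test.

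Of 112 tested genes in the interferon γ list, 4 were called higher (*Gbp6*, *Cxcl9*, *Ccl8*, and *Aif1*), against 14 of all tested genes (Fisher's exact P = 1.7e-06, adjusted P = 4.4e-06). Of the sequence of *Gbp6*, 59.7% also occurs in other genes, so its counts are uncertain. *Cxcl9* had a log2 fold change of 1.57 (standard error 0.184, adjusted P = 0.0214 by edgeR). In this list 2 genes were called lower, and its median log2 fold change was 0.04. Of 101 tested genes in the antigen presentation list, 1 was called higher, *Fcgr4*, and 6 lower (Fisher's exact P = 0.0796 for the higher genes, adjusted P = 0.0796). The 6 lower genes were *Ccr7*, *Flt3*, *Cd209a*, *Cd209b*, *H2-Oa*, and *H2-Ob*. Of them, *Ccr7*, *Flt3*, and *Cd209a* are also in the list of dendritic cell markers used here, so RNA from dendritic cells cannot be told apart from expression by macrophages. Without *Fcgr4*, the sorted marker, none was called higher, a test chosen after the values were seen. With DESeq2 the number called higher was 7, *Fcgr4* among them (Fisher's exact P = 1.4e-04). Adjusted over each list alone, 10 interferon γ genes and 7 antigen presentation genes were higher.

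**Figure D2:**
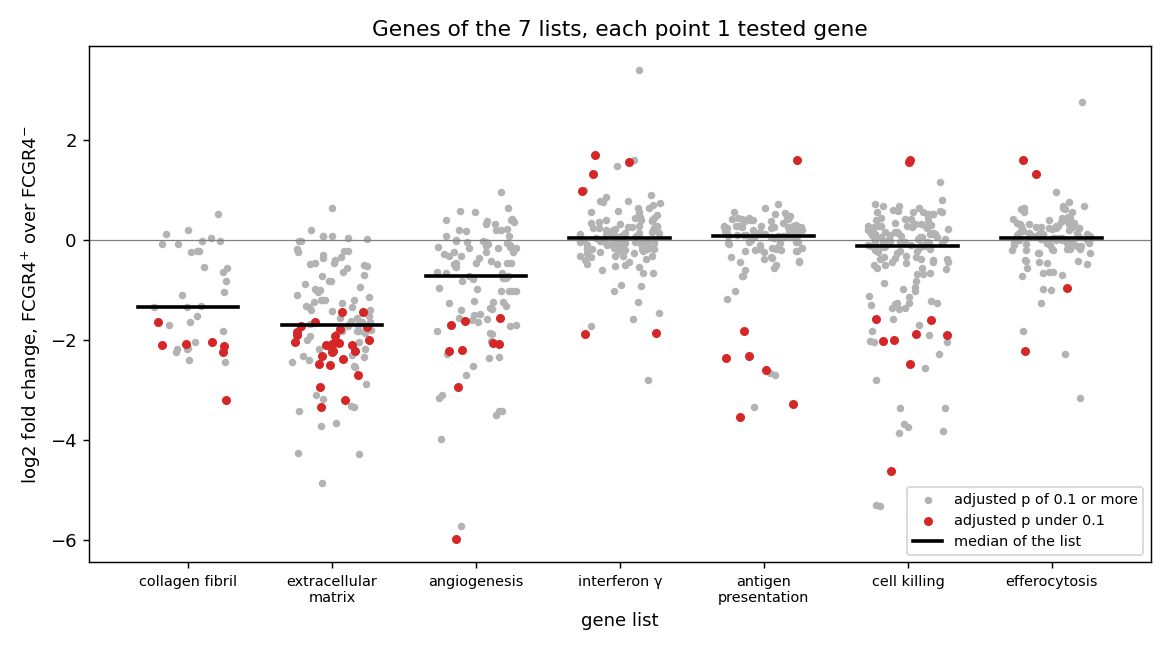
Log2 fold change of FCGR4+ over FCGR4- macrophages (vertical axis) for each tested gene of 7 gene lists (horizontal axis). Red points have an adjusted P under 0.1 and black lines are the medians, which lie at -1.70 for the extracellular matrix list and 0.04 for the interferon γ list.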

Interestingly, genes involved in “cell killing” were enriched in genes both up- and downregulated in FCGR4^+^ macrophages, suggesting that different components of these pathways are at play in FCGR4^+^ macrophages compared with FCGR4^–^ macrophages.

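In the cell killing list, also written by hand, 150 genes were tested. Called higher in FCGR4+ macrophages were 2 of them, *Fcgr4* and *Cxcl9* (one-sided Fisher's exact test, P = 0.00649, adjusted over 8 list tests 0.00742). Called lower were 8, *Gzmb*, *Nkg7*, *Klrd1*, *Lcn2*, *Trac*, *Ccl22*, *Pglyrp1*, and *Cd55* (one-sided Fisher's exact test, P = 4.3e-04, adjusted 6.9e-04). Without *Fcgr4*, the sorted marker, the test for the higher genes gave a P of 0.115 by Fisher's exact test. That list was chosen after the values were seen. Adjusted over the list alone, 9 genes were higher and 18 were lower, and DESeq2 called 9 higher and 22 lower (Fisher's exact P = 5.0e-05 and 3.6e-06). *Nkg7* fell from 11.7 ± 5.89 to 2.20 ± 1.14 normalized CPM (SD, n = 4 mice), a log2 fold change of -2.47 (standard error 0.245, adjusted P = 0.0108 by edgeR's quasi-likelihood test). *Gzmb* had a log2 fold change of -4.62 (adjusted P = 0.0523 by edgeR). With no replicate block, the lower genes of the list were not enriched, with none called. From genes of this term in both directions, the paper proposes that FCGR4+ and FCGR4- macrophages use different parts of these pathways. Of the 8 lower genes, *Nkg7* and *Trac* are also in the list of T and NK cell markers used here. *Lcn2* is in that of neutrophils, *Ccl22* in that of dendritic cells, and *Pglyrp1* in that of nonclassical monocytes. *Gzmb*, *Klrd1*, and *Cd55* are in no marker list. These counts cannot tell RNA from such cells from expression by FCGR4- macrophages.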

Taken together, these data suggest that stCR induces a desirable environment in both plaques and eWAT that is associated with decreased expression of inflammatory genes, increased expression of pro-resolving genes, and enrichment of *Fcgr4*^+^ macrophages, with these cells promoting clearance of apoptotic cells.

### eWAT-derived Fcgr4^+^ macrophages contribute to the reduction in plaque necrotic core.

The data above suggest that cells in the *Fcgr4*^+^ macrophage cluster promote a reduction in plaque necrotic core upon stCR-induced weight loss. Despite being relatively enriched to similar levels in both plaques and eWAT following stCR (Figure 3A), *Fcgr4*^+^ macrophages, in terms of cell frequency among all leukocytes, constituted a much larger population in eWAT (Figure 2B) (13). Thus, we hypothesized that *Fcgr4*^+^ macrophages in eWAT may contribute to resolving atherosclerotic inflammation by interorgan mechanisms.

To test this hypothesis, we performed adipose tissue transplantation studies, adapting a protocol we previously used (4). Experimentally, 400 mg of eWAT from obese mice pre- or post-stCR was transferred to lean *Ldlr*^–/–^ mice with established atherosclerosis (accomplished as in ref. 42) by low-fat high-cholesterol diet feeding for 20 weeks to avoid confounding effects of obesity. Because we were focused on assessing atherosclerosis resolution, mice were transferred to normal chow (with no added cholesterol) to halt disease progression starting 2 days pre-surgery. To investigate trafficking between adipose tissue and atherosclerotic plaques, we incorporated into the protocol eWAT donors with the congenic pan-leukocyte marker CD45.1 and, as recipients, CD45.2^+^ *Ldlr*^–/–^ mice with atherosclerosis (Figure 4A). Two weeks post-eWAT transplantation, aorta were harvested and examined by flow cytometry and immunohistochemistry. Single-cell suspensions from aortic arches were analyzed by flow cytometry for leukocyte populations that originated from the transferred eWAT (i.e., CD45.1^+^).

Approximately 3% of plaque leukocytes were derived from the eWAT in recipients of either obese or stCR eWAT (Supplemental Figure 4A). Despite similar trafficking of ATMs to plaques, there was preferential enrichment of eWAT-derived FCGR4^+^ macrophages in plaques of recipients of stCR eWAT (Figure 4B). This might be due in part to changes in macrophage subpopulation abundances in the donor adipose tissue (Figure 3B), which show increased *Fcgr4*^+^ macrophages in stCR eWAT.

Recipients of both obese and stCR eWAT had comparable plasma cholesterol levels, which were significantly lower, as expected from the diet change, than BL mice (Supplemental Figure 4B). Histological analyses of aortic root sections showed similar plaque size and macrophage content in recipients of either obese or stCR eWAT (Supplemental Figure 4, C–E). Importantly, plaque necrotic cores were smaller in the recipients of the stCR adipose tissue compared with both BL mice (no adipose transplantation) and recipients of obese adipose tissue (Figure 4, C–E). This suggested that the source of eWAT regulates plaque necrotic core content, with a contribution related to the trafficking of FCGR4^+^ macrophages. This also implies that FCGR4 was not just a marker of cells that accumulate in eWAT with stCR, but a functional factor in the necrotic core improvement.

To directly test this, we knocked down *Fcgr4* expression in eWAT macrophages during the stCR phase. First, WT mice were injected with *Pcsk9*-AAV.8 to induce LDLr deficiency (43) and fed a HFHC diet to promote the development of both atherosclerosis and obesity. After 24 weeks, mice were randomized to have similar average weight/group, and stCR began for 2 weeks. During the stCR phase, mice received daily i.p. injections of glucan shell particles containing siRNA to *Fcgr4* or a scrambled sequence as control (Figure 4F). Note that these particles are preferentially taken up by ATMs when obese mice are injected i.p. (44).

Pilot studies showed that the particles were taken up by 38% of eWAT and 4% of iWAT macrophages but were not detected in the spleen or bone marrow (Supplemental Figure 4F). *Fcgr4* siRNA-containing particles decreased FCGR4 surface levels in eWAT (Figure 4G) but not plaque macrophages (Supplemental Figure 4G). Flow cytometry analysis showed that compared with BL mice, both groups that underwent stCR had more FCGR4^+^ macrophages in eWAT (Figure 4H), recapitulating our earlier findings (Figure 3). Of the eWAT macrophages that were positive for the particles, FCGR4 levels were 32% higher in the control particle–treated group compared with the *Fcgr4* siRNA particle–treated mice (Figure 4G). This corresponded to a 25% decrease in the abundance of eWAT FCGR4^+^ macrophages in the *Fcgr4* siRNA particle–treated mice (Figure 4H). Despite this downregulation of FCGR4 compared with the control siRNA–treated mice, the *Fcgr4* siRNA particle–treated mice still had significantly higher FCGR4^+^ macrophages compared with BL (Figure 4H), likely due to the strong induction by stCR. This suggests that the results of this experiment represent partial success in suppressing *Fcgr4* mRNA expression and likely underestimate the role of eWAT FCGR4^+^ macrophages in inflammation resolution.

When examining macrophage and necrotic core content in aortic root sections, we found that plaque size (Supplemental Figure 4H) and macrophage content (Supplemental Figure 4, I and J) were similar between the weight loss groups. In contrast, necrotic cores trended to be larger and their proportion of plaque area greater in both BL and recipients of the *Fcgr4* siRNA-containing particles (Figure 4, I–K) compared with control siRNA recipients, despite similar plasma cholesterol levels (Supplemental Figure 4K). Furthermore, there was a negative correlation between the abundance of FCGR4^+^ macrophages in the plaques or eWAT and plaque necrotic core content (Figure 4L). These data indicate that elevated FCGR4 levels in eWAT macrophages help to reduce plaque necrotic core, likely related to their greater efferocytotic capacity (Figure 3 and associated text above). The reduction in necrotic core might be due to trafficking of FCGR4^+^ macrophages to plaques (Figure 4B), or by other mechanisms, such as secreted factors or extracellular vesicles originating from these cells (45, 46).

### WR accelerates atherosclerosis progression and diminishes the content of Fcgr4^+^ macrophages in plaques and eWAT.

Weight loss that is sustained is beneficial in reducing CVD risk (5–7), consistent with the effects of stCR in promoting atherosclerosis inflammation resolution (Figures 1–4). Weight fluctuation, however, is associated with worsening of CVD compared with the maintenance of an obese state (e.g., 11, 47). This is an important clinical issue because maintaining weight loss is extremely challenging, with >60% of patients regaining weight (48, 49).

To investigate the mechanisms underlying increased CVD with weight fluctuation, we extended the stCR studies to include an additional WR group. For this, *Ldlr^–/–^* mice were fed a HFHC diet to establish atherosclerosis and obesity. After 24 weeks, mice were randomized to 4 groups with similar average weights with, once again, the diet composition remaining the same: (a) BL, which was harvested at this time; (b) progression (PR), which was maintained on ad libitum feeding and harvested after an additional 8 weeks; (c) stCR, which was fed 30% fewer calories daily for 2 weeks and then harvested; and (d) WR, which was put on the stCR regimen identical to group 3 and allowed free access to food thereafter for an additional 6 weeks (Figure 5A), by which time their weight gain exceeded the BL value (Supplemental Figure 5A). Weights did not significantly differ between the PR and WR groups (Supplemental Figure 5B). These feeding regimens did not significantly change plasma cholesterol levels (Supplemental Figure 5C). Additionally, WR promoted marked glucose intolerance (Supplemental Figure 5, D and E) and increased the mass of liver, eWAT, iWAT, and BAT compared with BL and stCR mice (Supplemental Figure 5, F–I).

We next examined the inflammatory state of plaques. Similar to our previous experiments (Figure 1, D and E), stCR reduced plaque macrophage content compared with BL, while WR plaques contained substantially more macrophages than in the stCR group (Supplemental Figure 5J). To investigate whether WR alters the rate of atherosclerosis progression, we compared the macrophage accumulation rate in plaques of non–weight cycling mice (i.e., from BL to PR) with those that did have weight fluctuation (from stCR to WR). As expected, macrophages gradually accumulated in plaques of mice fed a HFHC diet without weight fluctuation, resulting in an increase in their area by approximately 33% over 8 weeks. Two weeks of stCR reduced plaque macrophage area by approximately 28% compared with BL. Strikingly, WR augmented the macrophage plaque area by approximately 90% compared with the stCR group (Figure 5B). Simple linear regression analysis of plaque CD68 area showed a substantial difference in the rates of plaque macrophage accumulation between weight cycling and noncycling, indicating that WR accelerates atherosclerosis progression.

Because stCR improves several parameters in plaques, WR and PR plaques have different reference points (stCR and BL, respectively). To account for these differences, we also calculated the plaque macrophage fold change, relative to each group’s relative BL (BL for PR and stCR for WR). Notably, these analyses also showed that weight cycling results in a more rapid accumulation of macrophages in plaques (Figure 5C). Moreover, flow cytometry analysis of aortic arch macrophages revealed that compared with the stCR group, BL and WR plaque macrophages expressed more of the inflammation-associated marker Ly6C and less of the pro-resolving marker CD206 (Supplemental Figure 5K).

Further comparisons between weight cycling and noncycling showed acceleration of necrotic core formation with weight cycling (Figure 5, D and E). While there was no significant difference in macrophage or necrotic core content between BL and WR after 6 weeks of WR, the rate of their increases was accelerated in the weight cycling group. Therefore, we postulated that examining these mice at a different time point in the weight cycling protocol would show a substantial difference. To test this, we repeated the study only with the PR and WR groups and harvested the mice at 3 weeks of WR, at the time they regained all their lost weight and had comparable weights to the PR group (Supplemental Figure 5L). Importantly, at this time point we also observed a significantly higher CD68 and necrotic core content in WR plaques compared with non–weight cycled mice (Supplemental Figure 5, M and N).

Plaque collagen content, which in human plaques is thought to reflect stability (32), showed the opposite trends to macrophage and necrotic core content: Plaques from the stCR group contained significantly more collagen than in the BL or WR group; notably, the collagen gain with stCR was lost with WR (Figure 5, F and G). Representative images of plaques and necrotic cores from BL, stCR, and WR are presented in Figure 5H. Note that in addition to showing that WR accelerates atherosclerosis progression, these data recapitulate our earlier findings that stCR promotes atherosclerosis resolution.

Because *Fcgr4*^+^ macrophage accumulation in plaques and eWAT upon stCR was associated with beneficial changes in both sites, we wondered whether these cells would decrease with WR. To test this, single-cell suspensions were obtained from aortic arches and eWAT and analyzed by flow cytometry for macrophage FCGR4 levels. The results showed, again, that following stCR there were more *Fcgr4^+^* macrophages in both plaques and eWAT; however, *Fcgr4^+^* macrophage abundances in both sites reverted to their obese, BL, proportions post-WR (Figure 5I).

To further characterize the relationship between disease severity and the abundance of FCGR4^+^ macrophages, we investigated whether there was a correlation between the amount of FCGR4^+^ macrophages in eWAT or plaques with the content of plaque macrophages or necrotic core. The data show significant inverse correlations between the amount FCGR4^+^ macrophages in either tissue and plaque necrotic core size (Figure 5J). A similar correlation was seen (*P* = 0.053) with plaque macrophage content (Supplemental Figure 5O).

Taken together, the results show that WR accelerates atherosclerosis progression, with the plaques displaying rapid expansions of inflammatory cells and necrotic cores, as well as reduced collagen contents, compared with non–weight cycling conditions. Importantly, FCGR4^+^ macrophage content in either plaques or eWAT inversely correlated with disease severity in WR.

### Reprogramming of hematopoietic progenitors by WR has durable adverse effects on atherosclerosis.

The data thus far show that stCR reduces, while WR hastens, atherosclerosis. We previously showed that obese eWAT promotes the expansion in bone marrow of immune progenitors with inflammatory potential, resulting in stimulation of myelopoiesis (4). Thus, we hypothesized that weight loss and regain would also influence the production and inflammatory characteristics of immune cells at the level of the bone marrow. To investigate this, the frequencies of bone marrow progenitors (including hematopoietic stem cells [HSCs], Lin-Sca-1^+^cKit^+^ [LSK], multipotent progenitors, Lin-cKit^+^ [LK], common myeloid progenitors, granulocyte-monocyte progenitors, and megakaryocyte-erythrocyte progenitors [MEPs]) and mature circulating leukocytes in the 3 conditions were determined. Several progenitor populations, including HSCs and MEPs, were most abundant in the WR group, while the stCR group had the fewest LK and LSKs (Figure 6A). This translated in the circulation to lower myeloid (neutrophils, monocytes, eosinophils, and basophils) but higher lymphoid cells in the stCR group compared with both BL and WR (Figure 6B).

Since there was a substantial decrease in leukocytes with stCR, we investigated whether this change can be driven by eWAT. Hence, mice from the adipose transplant studies presented above (Figure 4A) were analyzed for bone marrow progenitors and mature circulating immune cells. The results showed that at 2 weeks post-eWAT transplant, there were fewer circulating leukocytes, mainly lymphocytes, in the recipients of the stCR, compared with obese, eWAT (Supplemental Figure 6A). This leukocyte decrease was accompanied by reductions in several hematopoietic progenitor populations in the bone marrow (Supplemental Figure 6B). These data suggest that changes in the eWAT following stCR decrease the inflammatory effects of obese adipose tissue on immune progenitors, which would be expected to contribute to beneficial changes in atherosclerotic plaques (Figure 4, C–E).

Because eWAT from mice undergoing stCR influenced circulating immune cells and their bone marrow progenitors (Supplemental Figure 6, A and B), we hypothesized that WR induced innate immune memory–like changes (also known as trained immunity) (50) in myeloid cells and their precursors that contributed to the deleterious effects on atherosclerosis. To test this, the responses of bone marrow cells from BL, stCR, and WR mice to an inflammatory stimulus (LPS) ex vivo were examined. Supernatants were assayed 16 hours posttreatment for cytokines classically associated with inflammation (IL-6) and its resolution (IL-10). The results showed that cells from the stCR group produced the lowest amount of IL-6 and the highest amount of IL-10 compared with cells from BL and WR mice (Figure 6C). The WR cells also produced less IL-6 in response to LPS compared with cells from BL, but more than stCR cells.

To assess whether these alterations in immune responses are influenced specifically by the eWAT, we performed similar ex vivo analyses from bone marrow cells obtained from the fat transplantation study (Figure 4A). The data showed no difference in the production of IL-6, while IL-10 levels trended higher in the group that was transplanted with eWAT from stCR mice (Supplemental Figure 6C). These findings indicate that the stCR eWAT directly affects the inflammatory status of immune cells and possibly their precursors in the bone marrow by enhancing their production of pro-resolving factors.

Next, we addressed whether these quantitative and qualitative changes to immune cells and their progenitors persist long term in the context of atherosclerosis and influence plaque properties. To accomplish this, we performed bone marrow transplantation by transferring cells from the BL, stCR, or WR group (same mice as in Figure 5; all CD45.2) to naive, CD45.1 recipients. After recovery from the transplantation, we confirmed substantial bone marrow chimerism with flow cytometry using the CD45.1-CD45.2 mismatch (Supplemental Figure 6D). Mice were injected with *Pcsk9*-AAV.8 to induce LDLr deficiency (25, 43) and began HFHC diet feeding to promote atherosclerosis (Figure 6D).

After 14 weeks, all bone marrow recipient mice showed similar glucose tolerance, as measured by glucose tolerance test (AUC of 29,553 ± 2,323 in BL, 27,995 ± 1,728 in stCR, and 27,362 ± 2,175 in WR bone marrow recipients). Plasma cholesterol levels were also similar across all groups (Supplemental Figure 6E). Aortic root tissue sections show that, despite no significant differences in plaque size across recipient groups (Supplemental Figure 6F), in recipients of the WR bone marrow, compared with BL and stCR recipients, plaques had more macrophages (Figure 6, E and F) and larger necrotic cores (Figure 6G). Although the plaques in the recipients of BL and stCR bone marrow had similar size, macrophage content, and necrotic core area, the proportion of necrotic core in plaques was smallest in the stCR recipients (Figure 6H), which also had the most collagen (as either the absolute area or the percent area of the plaque that was positive; Figure 6, I and J) compared with both BL and WR. Representative images of plaques are presented in Figure 6K. Flow cytometry analysis of aortic arches showed no differences in the proportion of *Fcgr4*^+^ macrophages between the 3 groups (Supplemental Figure 6G), indicating that bone marrow progenitors do not retain long-term memory to produce *Fcgr4*^+^ macrophages upon cell transfer. These results suggest that either transient signals during stCR-induced weight loss promoted their appearance or that key epigenetic changes in the precursors were not durable, as has been shown in other situations (15, 16).

To verify that the observed changes between weight cycling and non–weight cycling bone marrows are not due to age differences of donors, we repeated the bone marrow transplant study with age-matched PR and WR donors and induced atherosclerosis in naive CD45.1 recipients with *Pcsk9*-AAV.8 (as above). Results of this experiment recapitulated our previous bone marrow transplant experiment: Recipients of bone marrow from WR donors showed several features of exacerbated atherosclerosis, including larger plaques with more macrophages and larger necrotic cores (Supplemental Figure 6, H–M).

Examination of bone marrow immune progenitors (Supplemental Figure 6N) and circulating leukocytes (Supplemental Figure 6O) of the study described in Figure 6D showed no differences in any progenitor or mature cell population across the groups. Although there were no quantitative differences in the number of circulating immune cells and progenitors, we found that bone marrow cells from WR recipients had increased IL-6 production in response to LPS ex vivo (Figure 6L). Additionally, the stCR bone marrow retained its ability to produce more IL-10 (Figure 6L), indicating that hematopoietic progenitors preserve some anti-atherogenic capabilities following stCR, mainly influencing plaque collagen content at 14 weeks of HFHC diet feeding. Taken together, the results suggest that both stCR and WR induce changes in myeloid cells and their precursors that have been seen in other settings (15, 16, 51), particularly the ability to transfer disease-associated phenotypes by bone marrow transplantation.

## Discussion

Obesity increases the risk of atherosclerosis-related CVD (52). Observational studies show that sustained weight loss decreases CVD risk, while weight cycling increases it (e.g., 5, 6, 11). To isolate the effects of weight cycling on atherosclerosis and to gain insights into underlying mechanisms, we devised a mouse model that allows weight fluctuations without confounding effects from changes in plasma cholesterol or diet composition (13). Notable results using the stCR protocol include finding (a) induction of many features of inflammation resolution in atherosclerotic plaques; (b) enrichment in both plaques and eWAT of a macrophage subpopulation distinguished by high expression of *Fcgr4*; and (c) loss of these features when mice were allowed to regain weight after stCR, likely through reprogramming of myeloid progenitors in the bone marrow.

Most studies of weight cycling have focused on the effects on systemic metabolism (e.g., glucose intolerance and insulin resistance) and include investigations of adipose tissue (53–55) and the liver (56–58). In this study, we investigated concordant changes in eWAT and atherosclerosis with weight fluctuation. Going forward, this mouse model will be a valuable tool to identify further immunological mechanisms that influence atherosclerosis and possibly other obesity-related comorbidities in the context of weight loss and regain, which is seen in >60% of patients who have dieted (48, 49). Already with a mouse model in which food intake, but not diet composition, is manipulated, we have shown profound short- and long-term changes to the immune compartment and atherosclerosis. The adherence to the same diet composition, with moderate reduction in food intake, is an important distinction of our study compared with others, which involve rounds of diet switching between high-fat and normal chow diets (e.g., 16, 55–60).

Though some diets were shown to promote epigenetic changes and inflammatory reprogramming in immune precursors (e.g., 15, 16), it is inherently difficult, if not impossible, to discriminate between the effects of the caloric content, the components of the diets, and plasma lipid levels on the metabolic or immunologic state of the mouse. For instance, Christ et al. showed that Western diet feeding of *Ldlr^–/–^* mice results in inflammatory reprogramming of immune progenitors, even at 4 weeks after switching to a chow diet that did not result in significant weight loss (15). Recently, Caslin et al. demonstrated that ATMs derived from HFD-fed mice are more inflammatory than from lean ones, a phenotype that was retained after 6 weeks of normal chow-induced weight loss (53). Yet another example of the confounding effects of changing diet composition and caloric intake at the same time is illustrated by a recent study of a preclinical model of macular degeneration, with the exacerbation of disease initially attributed to obesity. In subsequent elegant studies, the causative agent in the diet was identified as stearic acid, suggesting that it was the lower content of this fatty acid in the chow-fed mice, and not their weight loss, that protected them from macular degeneration (16).

In addition to these considerations, there is a fine line separating CR and undernutrition. While the former to a degree is well known to improve health in multiple species, the latter has been shown to promote immune dysfunction (61, 62). In the first week of diet switch from HFD to normal chow, there is a drastic decrease in food consumption, accounting for approximately 70% and approximately 35% reduction in caloric intake compared with HFD and normal chow-fed mice, respectively (55). This dramatic reduction in caloric intake may induce physiological responses that are similar to starvation or malnutrition, rather than the protective responses attributed to CR. Taken together, the points raised here support the importance in future studies of carefully dissecting the differences between various diet regimens to find the most beneficial interventions and their underlying mechanisms.

Our results reveal long-term changes to immune progenitors upon weight loss and regain (Figure 6). As noted above, recent data have indicated that obesity and intermittent Western diet feeding promote inflammatory reprogramming of macrophages (53) and immune progenitors, as well as enhancement of cardiometabolic disease (16, 53, 59, 60). ATMs from previously obese and weight cycling mice (in a model of diet switching from HFD to normal chow) were shown to retain the hyperinflamed state in response to ex vivo stimulations with toll-like receptor ligands (53). Our study is in agreement with the weight cycling, but not the weight loss results. We have shown that though the WR bone marrow cells produced more IL-6 in response to LPS than those from stCR mice, both sources of cells produced less than from obese-derived cells (Figure 6C). These inconsistencies between studies might be due to the diet regimens, as indicated above, or the different times used as study endpoints. Nonetheless, our data show that WR bone marrow produces elevated IL-6 levels even 18 weeks after bone marrow transplantation (Figure 6L), emphasizing long-term inflammatory effects.

Interestingly, the in vitro and in vivo data also demonstrate that stCR promotes long-term beneficial changes to immune progenitors. Ex vivo, bone marrow cells from stCR mice produced more IL-10 (Figure 6C), even 18 weeks after bone marrow transplant (Figure 6L). In vivo, we observed beneficial changes to plaques, mainly reduced necrotic cores and increased collagen content (Figure 6, H–J), in recipients of stCR bone marrows. This suggests that while weight loss may not necessarily overturn the inflammatory programming of bone marrow progenitors from obesity, it may induce pro-resolving features. These results further highlight the importance of retaining weight loss, since WR induced the most deleterious changes to immune progenitors (Figure 6, E–K, and Supplemental Figure 6, H–M).

Our data also indicate that the benefits of stCR on atherosclerosis may be attributed, at least in part, to *Fcgr4*^+^ macrophages. We showed that these cells accumulate in both eWAT and plaques upon stCR, but they also disappear with WR. Interestingly, the fat transplant studies (Figure 4) showed evidence of trafficking of *Fcgr4*^+^ macrophages to the plaque, suggesting this may be yet another mode of interorgan communication between adipose and other tissues (e.g., 63). The present results further suggest that Fcgr4 at the mRNA and protein levels is not only a marker of macrophages that accumulate with weight loss, but it also has functional importance. The expression of *Fcgr4* in eWAT macrophages is inversely associated with plaque necrotic cores, as shown in Figure 4, I–L, with local knockdown of *Fcgr4* in eWAT macrophages impairing the improvements in necrotic cores seen with stCR.

The data further show that overexpression of the human homolog of *Fcgr4* in macrophages enhances their efferocytotic capability (Figure 3, C and D). It is still unknown, however, how FCGR4 regulates efferocytosis beyond it being a receptor that promotes the phagocytosis of immune complexes (64). It is possible, for example, that the expression of *Fcgr4* induces a transcriptional program that facilitates other aspects of efferocytosis. Another possibility is that FCGR4 itself acts as the receptor through which dead cells are being engulfed. If the latter is correct, this would mean that antibody-mediated efferocytosis and macrophage–B cell crosstalk is necessary for this process through antibody production in B cells and engulfment of opsonized particles via FCGR4 in macrophages. Coating of apoptotic cells by antibodies and their clearance via Fc-receptors have been shown in other situations (65), and we hypothesize this may be a contributing mechanism as well. Future studies are needed to elucidate these issues. Independent of the possibilities, however, the present data suggest that the basal, or an even lower, level of *Fcgr4* expression is a limiting factor in macrophage efferocytotic activity.

In summary, we have developed a preclinical model of weight cycling that avoids confounding effects of concurrent changes in caloric intake and diet composition and that recapitulates critical cardiovascular features reported in human studies. In this model, weight loss induced the appearance of *Fcgr4*^+^ macrophages in both eWAT and plaques, which helped clear plaque necrotic cores likely through their enhanced efferocytosis capabilities. In contrast, cardiovascular benefits observed with stCR were lost with WR, with the accelerated atherogenesis attributable to durable inflammatory reprogramming of immune progenitors. This acceleration could also be viewed as the plaque “catching up” after it regressed to the state achieved by continuous progression. Going forward, the data suggest that *Fcgr4*^+^ macrophages, as well as innate immune memory, are areas in which to base future interventions to promote the benefits of weight loss and prevent the deleterious effects of WR on metabolic inflammation, currently major clinical issues in CVD prevention.

## Methods

### Sex as a biological variable.

Eight- to twelve-week-old male *Ldlr^–/–^*, WT C57BL/6J (CD45.2^+^), and CD45.1^+^ mice were used for all experiments, with breeding pairs originally purchased from The Jackson Laboratory.

Only male mice were used due to females’ resistance to develop obesity. Thus, further investigations are needed to determine whether there are sex-specific differences in the response to weight loss and regain.

### Statistics.

GraphPad Prism 9 (GraphPad Software) was used for statistical analysis. Data are expressed as mean ± SEM. Comparison of 2 groups was analyzed using a 2-tailed Student’s *t* test. With 3 or more groups, statistical analysis was performed using 1-way ANOVA, with Tukey’s multiple comparisons testing and Gaussian distribution. Comparison of 2 parameters for 2 or more groups was performed using a 2-way ANOVA, with Šidák’s multiple comparison testing. All data were checked for normality, and nonparametric testing was performed when data were not normally distributed. *P* < 0.05 was considered significant.

### Study approval.

All mouse procedures were approved by the IACUC of the New York University School of Medicine.

### Data availability.

Data are publicly available in GEO under GSE225077 (bulk RNA-Seq of *Fcgr4*^+^ macrophages) and GSE141036 (scRNA-Seq of eWAT and plaque leukocytes). Further information can be found in Supplemental Methods and in the Supporting Data Values file.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
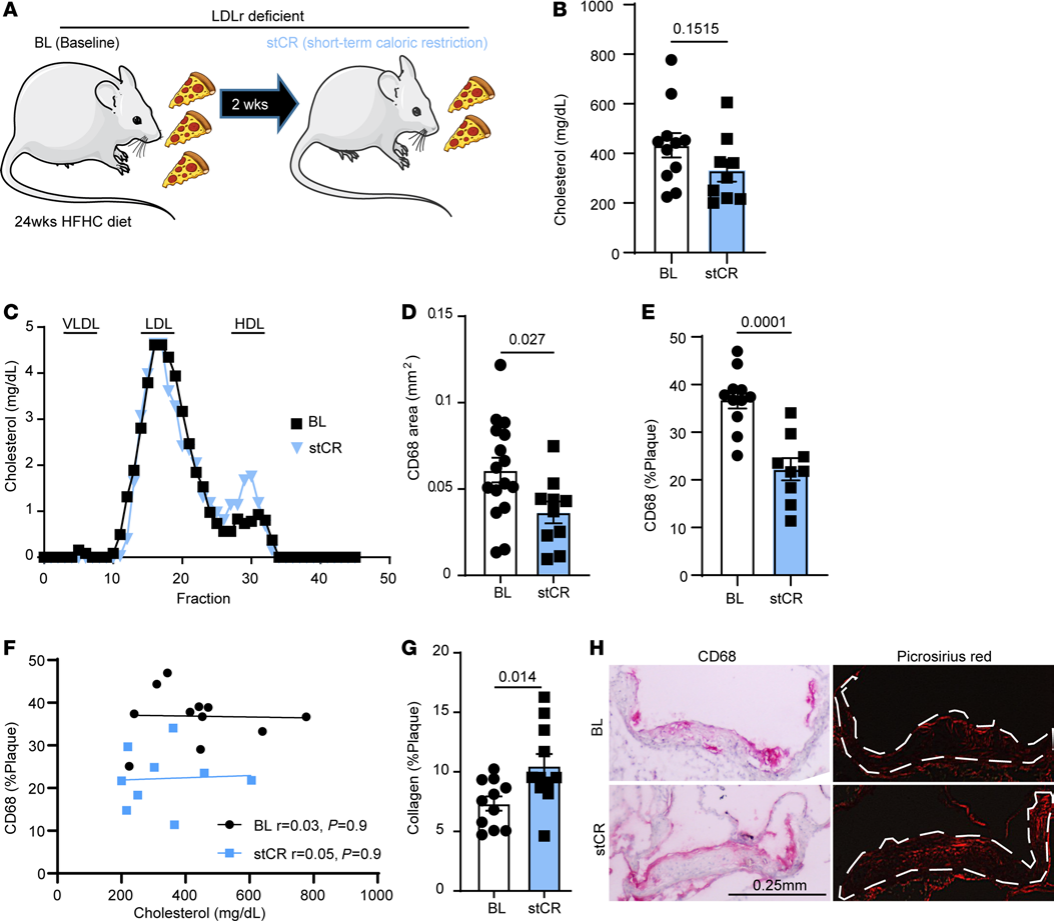
stCR induces atherosclerosis resolution. (**A**) Experimental design. WT mice were fed a HFHC diet and treated with LDLr antisense oligonucleotide for 24 weeks to induce obesity and atherosclerosis (BL group). Mice were then calorically restricted for 2 weeks by reducing food intake by 30% (*n* = 12–14; stCR group). (**B**) Plasma cholesterol levels and (**C**) lipoprotein profile at the end of the experiment. Quantification in (**C**) was performed on pooled plasma from 3 mice/group. (**D** and **E**) Plaque macrophage content quantified through CD68 staining. (**F**) Simple linear regression showing lack of correlation between cholesterol levels and CD68 content in plaques. (**G**) Collagen quantification in plaques assessed through picrosirius red staining. (**H**) Representative aortic root images. Scale bar: 0.25 mm. Data are shown as the mean ± SEM. *P* values were determined via 2-tailed Student’s *t* test.

**Figure 2:**
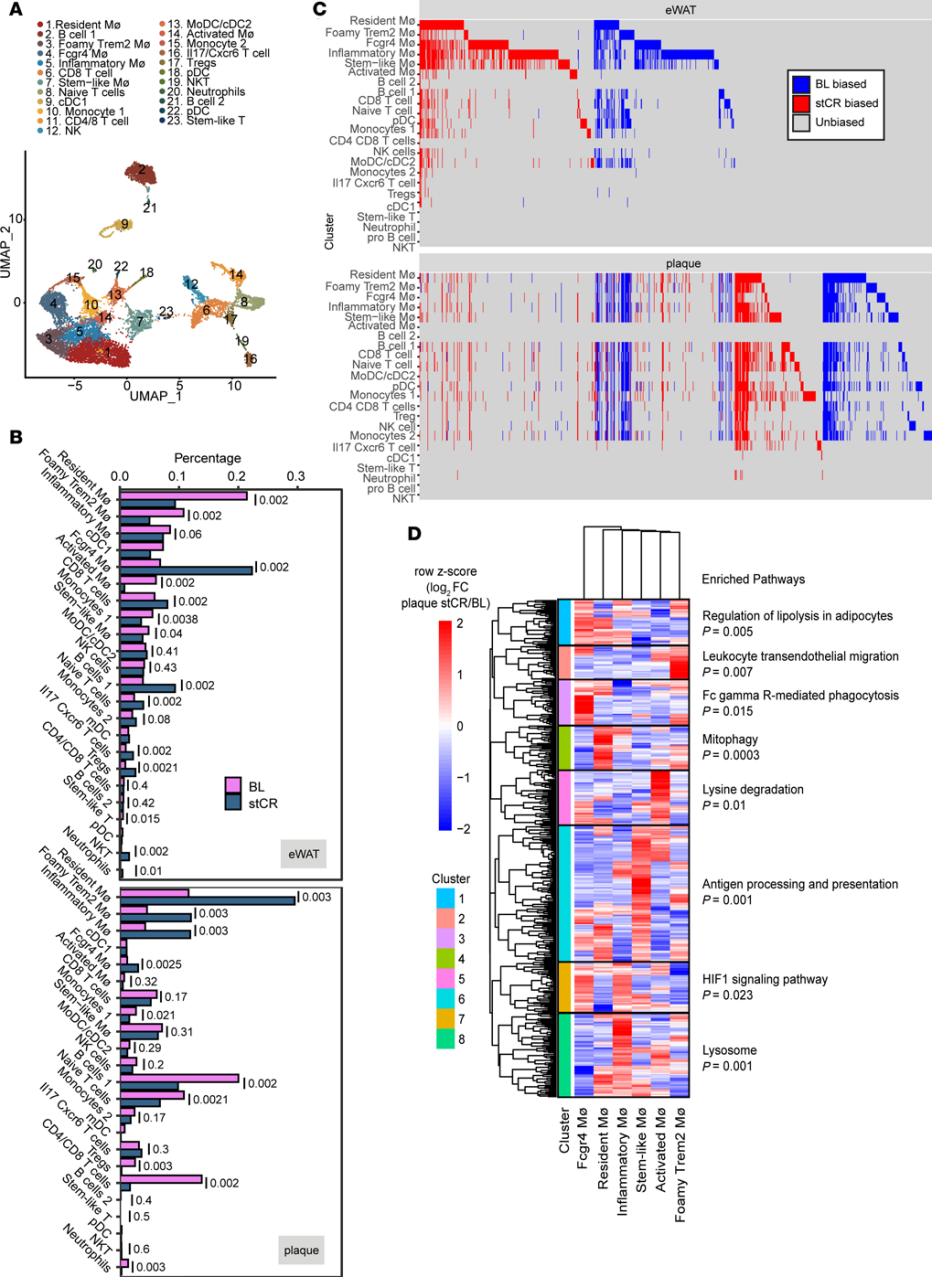
The immune landscape in plaque and eWAT changes with stCR. (**A**) Unbiased clustering of scRNA-Seq dataset represented in an UMAP (uniform manifold approximation and projection). (**B**) Proportion of each cell cluster identified in the scRNA-Seq analysis. (**C**) Genes (columns) differentially expressed in stCR5compared with BL are plotted per cluster (rows) in eWAT (top) and plaques (bottom). Genes that are upregulated in BL and stCR are in blue and red, respectively, or those unchanged are in gray. All DEGs have adjusted *P* value < 0.1. Bias to stCR in eWAT indicates log_2_(stCR/BL) > 0; bias to BL in eWAT indicates log_2_(stCR/BL) < 0; bias to stCR in plaque indicates log_2_(stCR/BL) > 1; bias to BL in plaque indicates log_2_(stCR/BL) < –1. (**D**) Hierarchical clustering of DEGs in all macrophage clusters of the scRNA-Seq dataset and their associated enriched pathways. Values in the heatmap show row *z* scores of log_2_(stCR/BL) in plaque.

**Figure 3:**
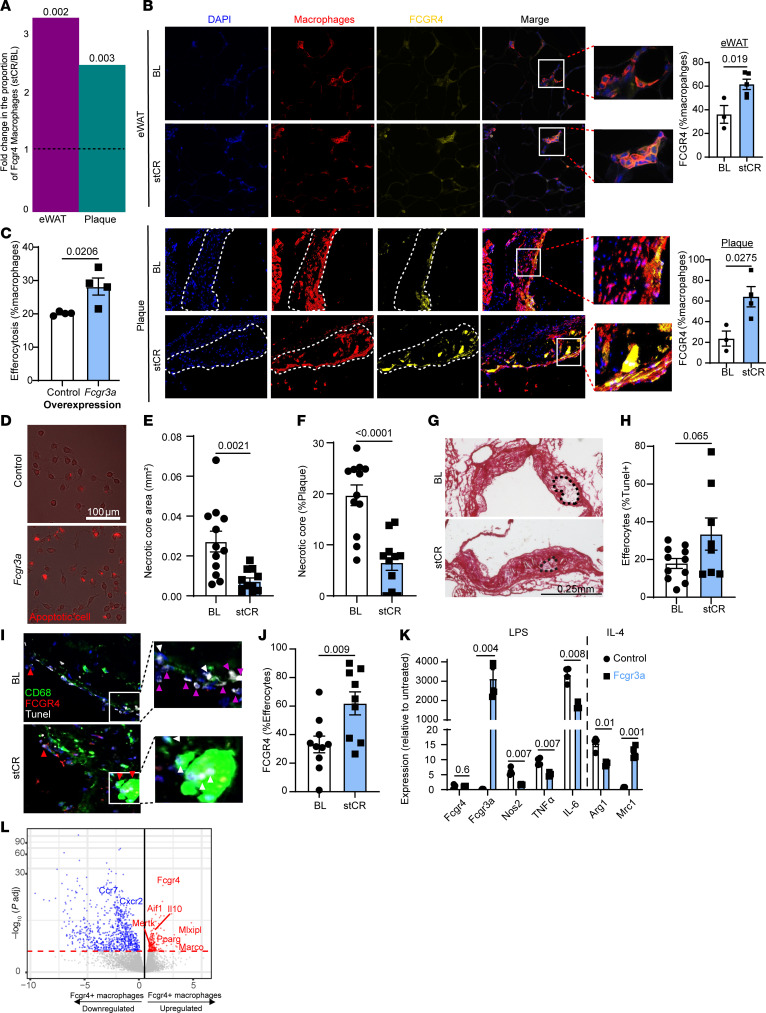
FCGR4^+^ macrophages accumulate with weight loss and promote a pro-reparative phenotype and increased efferocytosis. (**A**) Fold change in the proportion of *Fcgr4*^+^ macrophages in stCR mice, compared with BL, in plaque and eWAT, quantified from the scRNA-Seq data. Dotted line indicates the BL levels, and *P* values (on top of bars) for the differences from BL were determined using false discovery rate. (**B**) Images and quantification of FCGR4 and macrophage staining in eWAT and aortic roots (*n* = 3–5). (**C** and **D**) Human *Fcgr3a* mRNA, or a scrambled sequence as control, was introduced to BMDMs. After 24 hours, macrophages were exposed to fluorescently labeled apoptotic macrophages. Efferocytotic events were determined as macrophages having an attached or engulfed red label. Scale bar: 100 μm. (**E**–**G**) Plaque necrotic core quantification in root sections of BL and stCR mice presented in Figure 1 (*n* = 11–12). Scale bar: 0.25 mm. (**H**–**J**) In situ efferocytosis assay of aortic root sections in which (**I**) apoptotic cells were labeled by TUNEL (white), macrophages by anti-CD68 (green), and FCGR4 (red) and nuclei by DAPI (blue). White arrowheads indicate macrophage-associated TUNEL, purple arrowheads mark free TUNEL, and red arrowheads point to Fcgr4^+^ macrophages associated with TUNEL. Efferocytosis was calculated as (**H**) total efferocytes (TUNEL^+^ macrophages) and as (**J**) FCGR4^+^ and TUNEL^+^ macrophages. (**K**) Gene expression of inflammatory (*Nos2*, *Il6*, and *Tnfa*) and anti-inflammatory (*Mrc1* and *Arg1*) markers following LPS or IL-4 stimulation, respectively, of control or *Fcgr3a*-overexpressing macrophages (*n* = 4). (**L**) Volcano plot showing DEGs in FCGR4^+^ compared with FCGR^–^ macrophages from eWAT following stCR. *P* values were determined by 2-tailed Student’s *t* test. Data are shown as the mean ± SEM.

**Figure 4:**
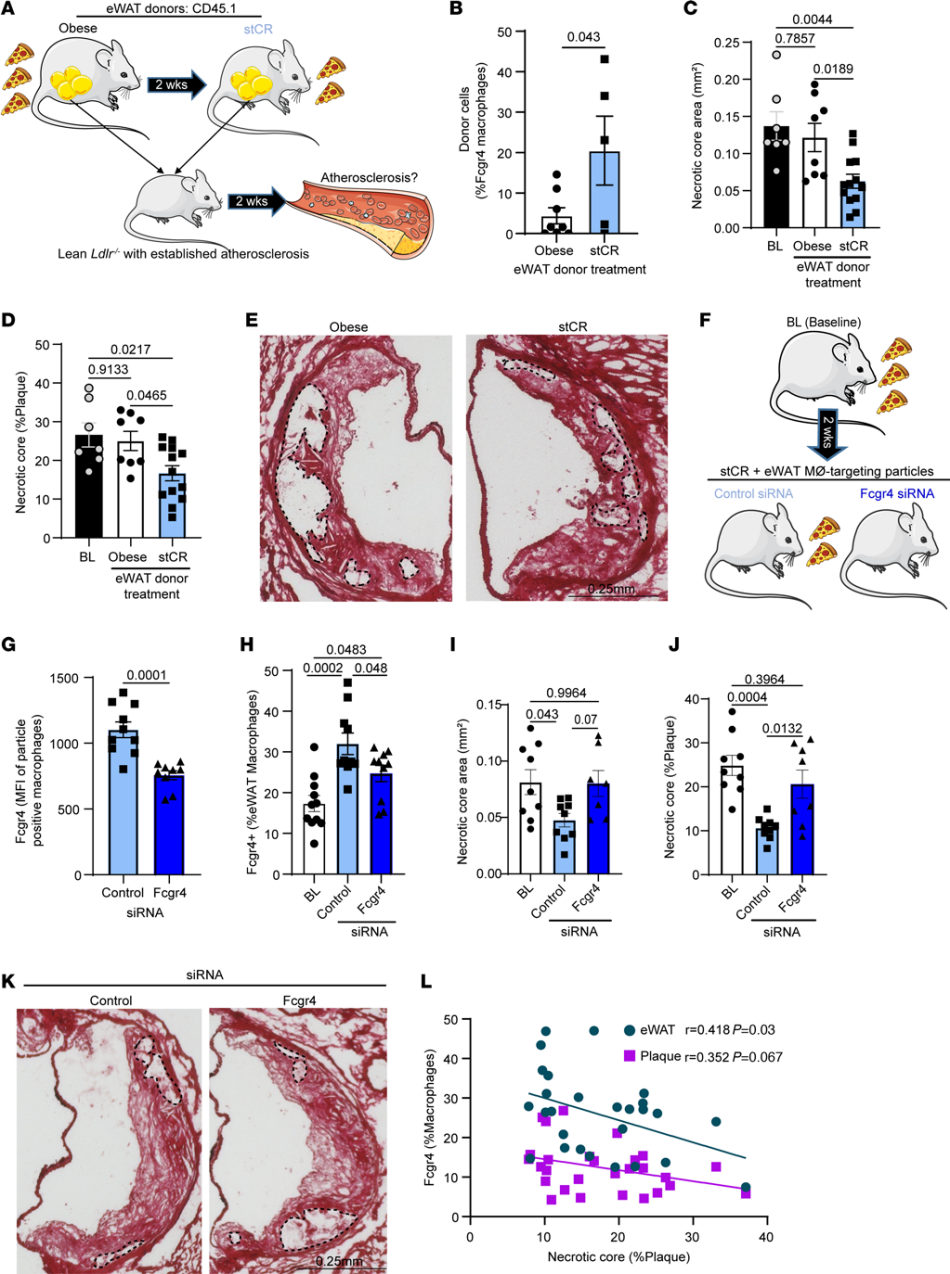
eWAT-derived *Fcgr4*^+^ macrophages reduce plaque necrotic core. (**A**) Schematic of adipose tissue transplantation experiment (*n* = 7–12). (**B**) Presence of FCGR4^+^ macrophages derived from donor adipose tissue in plaques of recipient mice, determined by flow cytometry (*n* = 5–6). (**C** and **D**) Plaque necrotic core quantification in root sections of eWAT recipients, according to donor’s group treatment, with (**E**) representative images. Scale bar: 0.25 mm. (**F**) Experimental design of knockdown of *Fcgr4* in eWAT macrophages during stCR (*n* = 7–10). Flow cytometry analysis after injection of control or *Fcgr4* siRNA particles of (**G**) FCGR4 surface expression in eWAT macrophages and (**H**) FCGR4^+^ macrophages as percent of total eWAT macrophages. (**I** and **J**) Plaque necrotic core quantification in root sections, with (**K**) representative images. Scale bar: 0.25 mm. (**L**) Simple linear regression showing correlation between *Fcgr4^+^* macrophages and necrotic core. *P* values were determined via (**B** and **H**) 2-tailed Student’s *t* test, (**C**, **D**, **G**, **I**, and **J**) 1-way ANOVA with Tukey’s multiple-comparison test, and (**L**) simple linear regression analysis. Data are shown as the mean ± SEM.

**Figure 5:**
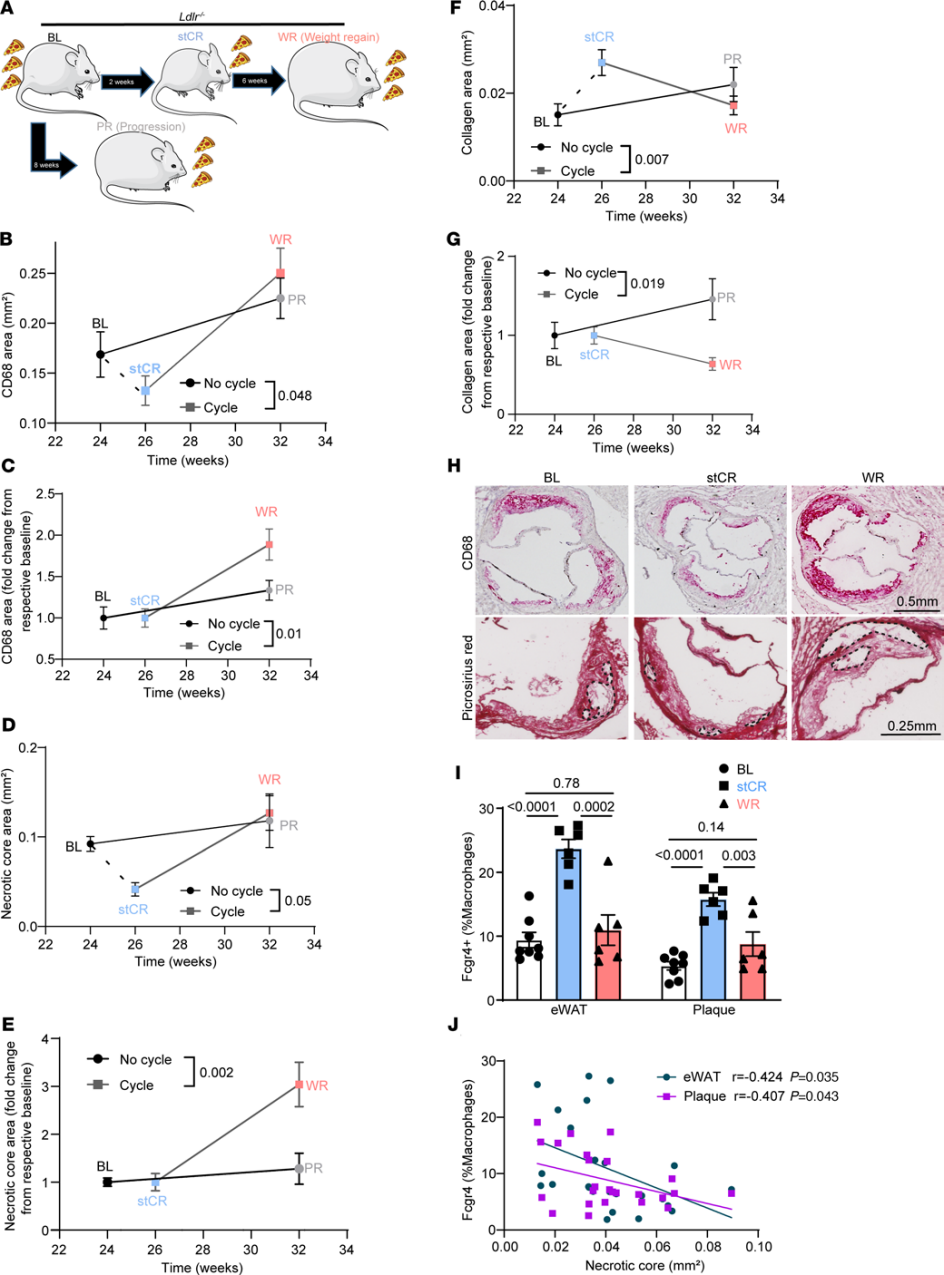
WR reverts *Fcgr4*^+^ macrophage levels to obese proportions and accelerates atherosclerosis progression. (**A**) Schematic of WR experiment. WR was induced by allowing ad libitum access to HFHC diet after a 2-week weight loss period achieved by stCR. Mice in the PR group were allowed to continue to eat ad libitum after the BL time point. (**B**–**G**) Rates of change in plaque (**B** and **C**) macrophages, (**D** and **E**) necrotic core, and (**F** and **G**) collagen areas in weight cycling versus non–weight cycling. Data are expressed as (**B**, **D**, and **F**) absolute area and (**C**, **E**, and **G**) change from respective BL (BL for PR and stCR for WR) (*n* = 11–15). (**H**) Representative aortic root images. Scale bars: 0.5 mm (top), 0.25 mm (bottom). (**I**) Flow cytometry analysis of FCGR4^+^ macrophages in eWAT and plaques (*n* = 6). (**J**) Simple linear regression showing correlation between *Fcgr4*^+^ macrophages from eWAT and plaques with plaque necrotic core. *P* values were determined via (**B**–**G** and **J**) simple linear regression and (**I**) 1-way ANOVA with Tukey’s multiple-comparison test. Data are shown as the mean ± SEM.

**Figure 6:**
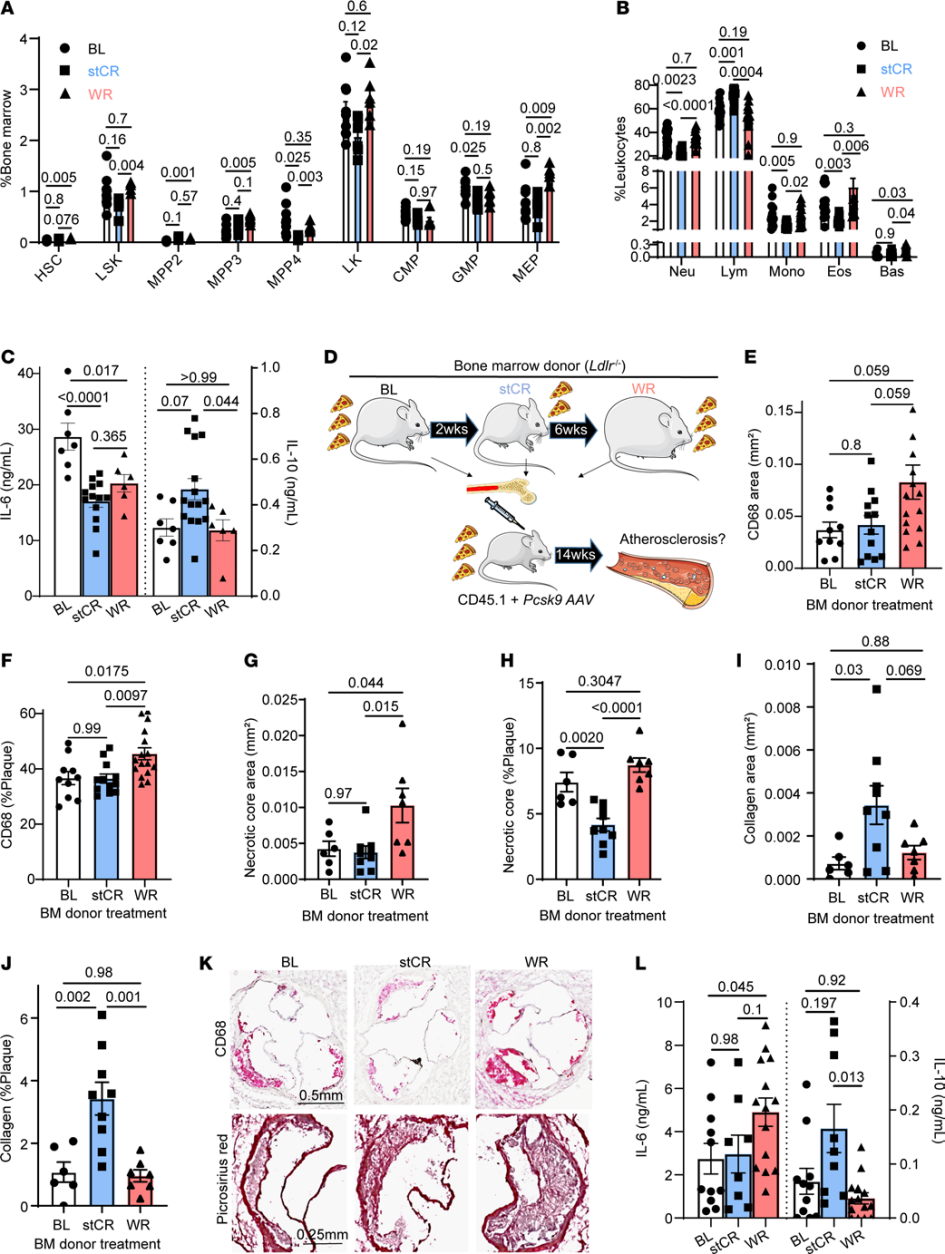
WR induces long-term pro-atherogenic reprogramming of hematopoietic progenitors. (**A**) Frequencies of bone marrow hematopoietic stem and progenitor cells (*n* = 6–9) and (**B**) circulating white blood cells (*n* = 13–17) in weight loss and regain mice (from Figure 5). (**C**) Cytokines produced by bone marrow cells treated ex vivo with LPS for 16 hours. (**D**) Schematic of bone marrow transplantation experiment (*n* = 10–14). (**E**) Plaque macrophage content expressed as total area and (**F**) percent of plaque area assessed by CD68 staining in aortic roots after 14 weeks of HFHC diet. (**G** and **H**) Plaque necrotic core and (**I** and **J**) collagen quantifications in root sections, with (**K**) representative images. Scale bars: 0.5 mm (top), 0.25 mm (bottom). (**L**) Cytokines secreted by bone marrow cells isolated from bone marrow recipient mice and treated ex vivo with LPS for 16 hours. *P* values were determined via (**A** and **B**) 2-way ANOVA and (**C**–**L**) 1-way ANOVA with Tukey’s multiple-comparison test. Data are shown as the mean ± SEM.

# Supplementary material for: Caloric restriction promotes resolution of atherosclerosis in obese mice, while weight regain accelerates its progression
**Source:** J Clin Invest. 2025 Jul 8;135(18):e172198. doi: 10.1172/JCI172198
**Supplement:** Supplemental data

## **SUPPLEMENTAL METHODS**

### **Weight cycling model**

Mice were C57BL/6 and CD45.2 (an isoform of a pan-leukocyte marker) unless otherwise indicated in Results. Obesity was induced by feeding mice a high-fat –high-cholesterol (HFHC) diet (Research Diets, 17052507i; New Brunswick, NJ) *ad libitum* for 24 weeks (baseline; BL). This is a custom diet comprised of the standard 60% high-fat diet (catalog number D12492), with 0.3% added cholesterol. Depending on the experimental design (as indicated in Results), LDLr deficiency was accomplished in different ways to induce hypercholesterolemia and atherosclerosis: 1) *Ldlr*<sup>-/-</sup> mice were purchased from Jackson Laboratory and a colony established at the NYU Grossman School of Medicine; 2) Mice received weekly injections of 5mg/kg antisense oligonucleotide (ASO) targeting the LDL receptor (generously provided by Ionis Pharmaceuticals) for the duration of HFHC diet feeding; 3) Mice received injections of an AAV.8 vector expressing *Pcsk9* (purchased from the University of Pennsylvania Vector Core), as we have done before(1). The second method allowed us to lower plasma cholesterol levels by withdrawing the ASO in experiments not related to the present study. The third method allowed making any type of mouse hypercholesterolemic and was of particular use with CD45.1 mice, to avoid the delay of multiple crosses with *Ldlr*<sup>-/-</sup> mice, which are available only as CD45.2 from the Jackson Laboratory.

Weight loss was induced by restricting daily caloric intake of obese mice by 30% for 2 weeks (short-term caloric restriction, stCR), as described by Ferrante and colleagues(2). After weight loss, a group of mice was again provided with HFHC diet *ad libitum* for 3 or 6 weeks (weight regain, WR).

### **Glucose tolerance test**

Glucose tolerance test (GTT) was performed after fasting for 6h and acclimation to the testing room with access to water. Mice were injected intraperitoneally (i.p.) with D-glucose (Crystalgen

) at 2g per kg of body weight. Blood glucose levels were measured via tail sampling using a glucometer (Contour Next EZ, Bayer). Data are presented as areas under the curves, with no minimum subtracted.

### **Lipid and lipoprotein analyses**

Total cholesterol (TC) was measured using the enzymatic assay Total Cholesterol E Kit (Wako Life Science, NC9138103; Richmond, VA). Plasma lipoproteins were separated using fast-performance liquid chromatography with two Superose 6 10/300 GL columns (GE Healthcare; Boston, MA) on a Shimadzu HPLC system (Columbia, MD).

### **Plaque morphometrics and immunohistochemistry**

Mice were euthanized at the end of each dietary regimen and blood was collected via cardiac puncture, followed by perfusion with saline at physiologic pressure. Hearts were then removed and embedded in OCT (Sakura, 4583; Torrance, CA) and immediately frozen at -80°C, while arches were removed and kept in PBS for same day flow cytometry. Aortic root sections (6 µm) were stained for CD68 (Bio-Rad MCA1957; Hercules, CA) to detect macrophages.

Necrotic cores were initially identified by inspection of hematoxylin and eosin-negative acellular areas in the intima, as described previously(3). Briefly, necrotic cores were defined as areas with low or no extracellular matrix. Consecutive sections (6 µm apart) of aortic roots were stained with H&E and either an antibody for CD68 or picosirius red (PolySciences 24901-500; Niles, IL). The picosirius red images were used to confirm the necrotic core area selection in the CD68-stained slides, then used for quantification. The results for each mouse represent data from ~12 serial sections, spanning ~400 µm. Examples of the two types of staining (H&E plus CD68 or H&E plus picosirius red) of adjacent sections are shown in Supp. Fig. 7.

TUNEL staining was performed according to the manufacturer's instructions (Invitrogen C10619; Waltham, MA). In brief, thawed aortic root sections were fixed with 4% paraformaldehyde for 15 minutes at 37°C and then proteinase K solution was added for 5 minutes. Slides were then washed and fixed once more with 4% paraformaldehyde for 5 minutes at 37°C. TdT buffer was then added for 10 minutes, removed and TdT reaction solution added for 60 minutes, after which slides were washed and incubated with 0.1% TritonX-100 for 5 minutes. Slides were then added the TUNEL reaction cocktail for 30 minutes at 37°C, washed and then proceeded to FCGR4 and CD68 staining. Antibodies for both FCGR4 (SinoBio 50036-T24; Wayne, PA) and CD68 (as above) were added at a 1:250 dilution and incubated for 1 hour at room temperature. Secondary antibodies were used at a 1:400 dilution, and added after washing with PBS. After 1 hour incubation, slides were washed again and mounted using Prolong Gold (Invitrogen P36934; Waltham, MA). Control sections stained with secondary antibodies only were used to determine background staining.

### **Isolation of immune cells from aortic arch and adipose for flow cytometry**

Cell suspensions from plaques were generated after aortic arch (see below) and adipose digestion(4), and sorted using BD FACS Aria II SORP. To single-cell suspensions was added a live/dead cell staining (Invitrogen, L10119; Waltham, MA) and the following antibodies: BV510 anti-CD45 (103137), PE anti-CCR2 (150609), PE-Cy7 anti-Ly6G (127618), BV711 anti-CD11b (101241), BV570 anti-Ly6C (128030), BV650 anti-CD11c (117339), BV421 anti-B220 (117339), BV421 anti-CD3 (100227), AF647 anti-CD206 (141712), PE-Cy7 anti-CD14 (123316), PerCP-Cy5.5 anti-FCGR4 (149518). All antibodies were purchased from Biolegend (San Diego, CA), as well as BV421 anti-SiglecF (BD Bioscience, 562681; Franklin Lakes, NJ) and PE anti-CD163 (eBioscience, 12-1631-80; San Diego, CA). Single stained samples were used as controls.

Aortic digestion was performed by mincing the aortic arch and branches with a blade. Minced tissues were suspended in 3mL digestion buffer: Hank's Balanced Salt Solution, 1mM

EDTA, 1% BSA, 0.77mg/mL Liberase (Roche, 273582; Basel, Switzerland), 0.1mg/mL Hyaluronidase (Sigma Aldrich, 3506; St. Louis, MO) and 0.06mg/mL DNaseI (Sigma Aldrich, DN25; St. Louis, MO). Tissue was then transferred to C-tubes, placed in a gentleMACS dissociator (both from Miltenyi Biotec; Bergisch Gladbach, Germany) and digested for 15 minutes in 37°C. Suspensions were filtered using a 100µm nylon mesh and centrifuged for 5 minutes. Cell pellets contained single cells that were next stained for flow-cytometry analysis.

### **RNA extraction and quantitative real-time PCR analysis**

Total RNA was extracted from cells using TRIzol (Invitrogen) and Direct-zol Miniprep kit (Zymo Research) followed by cDNA synthesis using the Verso cDNA kit (Thermo Scientific). SYBR Green-based real-time qPCR was performed using the ABI PRISM 7300 sequence detection system (Applied Biosystems). Gene expression was normalized to *Hprt* expression and assessed using  $\Delta(\Delta Ct)$ . Primer sequences were as follows: *Tnfa* (Fw 5'-GATCTCAAAGACAACCAACATGTG-3', Rv 5'-CTCCAGCTGGAAGACTCCTCCCAG-3'), *Nos2* (Fw 5'-CTGATGGCAGACTACAAAGACG-3', Rv TGGCGGAGAGCATTTTTGAC-3'), *Il6* (Fw 5'-CTATACCACTTCACAAGTCGGA-3', Rv 5'-GAATTGCCATTGCACAACCTCTTT-3'), *Fcgr4* (Fw 5'-ATGTGGCAGCTACTACTACCA-3', Rv 5'-ACCCACTTGGGGTCTAGGTTC-3'), *Fcgr3a* (Fw 5' GGTTTGGTCCCTTTAGGGCT -3', Rv 5'- TTGGGAGATCTTCAGTCCGC -3'), *Mrc1* (Fw 5'- CTCTGTTCAGCTATTGGAGCG-3', Rv 5'-CGGAATTTCTGGGATTTCAGCTTC-3'), *Arg1* (Fw 5'-CTCCAAGCCAAAGTCCTTAGAG-3', Rv 5'-AGGAGCTGTCATTAGGGACATC-3')

### **Isolation and treatment of primary macrophages**

Bone marrow derived macrophages (BMDMs) were obtained by harvesting femur and tibia, cutting the edges of each bone and spinning them for 20 seconds at 8000 rpm, in an Eppendorf tube containing 100 µL of PBS. After red blood cell lysis for 10 minutes at room temperature, cells were plated in 48 well plates (40 wells per mice) in DMEM (1g/L/glucose) containing 10%

FBS, 1% penicillin/streptomycin and 10ng/mL M-CSF (Biolegend, 576406; San Diego, CA). Fresh medium was added on day 3. On day 7, macrophages were treated for overexpression of *Fcgr3a* (see below).

Cells were treated with either 10ng/mL LPS (Sigma Aldrich, L4391; St. Louis, MO) or IL-4 (Peprotech, 214-14; Cranbury, NJ) for 6 hours, or re-seeded in chamber slides (500,000 cells per well) and incubated overnight for the efferocytosis assay (see below) on the following day.

Total bone marrow cells were obtained by flushing bone marrow from femurs and tibias and plating on 96-well flat-bottom well culture plates (270,000 cells/well) in complete DMEM, as above. After a 2-hour resting period in the incubator (37°C, 5% CO<sub>2</sub>), cells were stimulated for 16 hours with 100ng/mL LPS, or media only (as control). Subsequently, supernatants were collected for cytokines measurement through ELISA.

#### **mRNA delivery and overexpression in macrophages**

mRNA-liposome complexes were prepared using Lipofectamine™ MessengerMAX™ Transfection reagent (Thermo Scientific, LMRNA001). In brief, for each transfection reaction (1 well of a 12 well plate), 1 µg of either scrambled or *Fcgr3a* mRNA (m6A-modified) were diluted in 50 µL of Opti-MEM™ and gently mixed. Separately, 1.5 µL of Lipofectamine™ MessengerMAX™ reagent was diluted in 50 µL of Opti-MEM™ and incubated for 5 minutes at room temperature. The diluted mRNA was then added to the diluted Lipofectamine™ MessengerMAX™ reagent and incubated for 15 minutes at room temperature to allow complex formation.

Differentiated macrophages were washed with PBS and cultured in DMEM without antibiotics for the transfection procedure. The mRNA-liposome complexes were added dropwise to the macrophages, and the plates were gently swirled to ensure even distribution of the complexes. The cells were then incubated at 37°C for 6 hours, after which the transfection medium was replaced with fresh DMEM medium containing 10% FBS and antibiotics. The

macrophages were incubated for an additional 30 hours to allow for mRNA translation, after which the cells were washed and serum free DMEM media was added with LPS or IL-4 (as above).

### **Efferocytosis**

Macrophages were irradiated with ultraviolet light for 30 minutes to induce apoptosis, followed by labeling with CellTracker™ orange dye (Invitrogen, C34551), for 30 min. Cells were washed once with 10 mL of serum free media and suspended in RPMI+ 10% FBS and 1% penicillin/streptomycin and kept in the incubator for 3 hours. After that, apoptotic cells were applied to effector macrophages (2.5:1 apoptotic:effector) . After 40 min incubation, media were aspirated and effector macrophages were washed three times with PBS, followed by fixation with formalin for 15 min. Efferocytotic events were calculated as unstained cells (i.e., effector macrophages) with red label inside. Results were expressed as % of total effector macrophages that were positive for the red stain.

### **Bone marrow progenitor isolation and quantification**

Bone marrow cells were obtained from femur and tibia (same as for obtaining BMDMs, as described above). After the red blood cell lysis, cells were counted and added a green live/dead stain (Invitrogen, L34969; Waltham, MA) in PBS and kept at 4°C, in the dark, for 30 minutes. Cells were then spun, supernatants discarded, and to the cells was added a cocktail of antibodies: from eBioscience (San Diego, CA)- FITC anti-GR1 (11-5931-82), FITC anti-CD3 (11-0031-82), FITC anti-CD4 (11-0041-82), FITC anti-CD8 (11-0081-82), FITC anti-Ter119 (11-5921-82), FITC anti-CD19 (11-0193-82), FITC anti-NK1.1 (11-5941-82), FITC anti-CD2 (11-0021-82), APC anti-CD34 (50-0341-82), and from Biolegend (San Diego, CA)- FITC anti-CD11b (101206), PE-Cy7 anti-Sca1 (108114), APC-Cy7 anti-cKit (105826), PE anti-CD135 (135306), PerCP-Cy5.5 anti-CD150 (115922), BV605 anti-CD48 (103441) and BV711 anti-CD16/32 (101337). Cells were kept at 4°C,

in the dark, overnight, after which they were washed and analyzed using an LSRII (BD Biosciences; Franklin Lakes, NJ).

### **Adipose tissue transplantation**

CD45.1 adipose tissue donors were fed a HFHC diet for 24 weeks, after which some mice were calorically restricted for 2 weeks (given 70% of their daily food consumption, as above). Recipient mice were lean male *Ldlr*<sup>-/-</sup> with established atherosclerosis, achieved by low-fat high-cholesterol diet feeding (Research Diets)(5) for 20 weeks. The use of a low-fat diet prevented the potentially confounding development of obesity. The transplantation studies were conducted following standard antiseptic surgical techniques. eWAT from either obese or stCR CD45.1 mice was immediately excised post-euthanasia, washed in sterile PBS, and 400mg were transplanted into the subcutaneous anterior dorsal region of recipient mice, as previously described(6). Two days pre-transplant, recipients were switched to a low-cholesterol diet (chow), to gradually lower plasma cholesterol and allow reparative signals (if any) from the transplanted adipose tissue to influence plaques or bone marrow. Tissues of eWAT recipients were harvested 2 weeks post-transplant.

### **Murine white blood cell (WBC) counts**

Total WBC counts in freshly isolated blood were performed by collecting tail blood in EDTA-contained tubes and analyzed using a hematology cell counter (Heska Element HT-5).

### ***Fcgr4* siRNA particles and treatments in vivo**

Glucan-shell, PEGylated particles containing scrambled (Dharmacon D-001810-04; Lafayette, CO) or *Fcgr4* (Dharmacon J-053664-17) siRNA were generated as previously described(7-9). WT males were injected with *Pcsk9* AAV.8TBGmPCSK9D377Y ( $2 \times 10^{12}$  viral particles/mouse, Penn Vector Core; Philadelphia, PA)(10), and placed on a HFHC diet to induce LDLr-deficiency and

atherosclerosis. After 20 weeks the obese mice were randomized to groups with similar body weight and stCR was started. At the same time mice were injected with 200uL particles i.p. once a day for 14 days.

### **Bone marrow (BM) transplantation**

BM cells were harvested from femora and tibiae of *Ldlr*<sup>-/-</sup> donor mice (BL, CR, WR) and cryopreserved. On the day of transplantation,  $1 \times 10^6$  thawed cells were suspended in 0.2 mL PBS and injected retro-orbitally into male CD45.1 recipients that were lethally x-irradiated with a total dose of 10Gy. After 4 weeks of recovery, recipient mice were injected i.p. with the *Pcsk9* AAV8 (as above). Animals were provided with HFHC diet for 14 weeks and harvested thereafter.

### **Cytokine ELISA**

Purified and biotinylated IL-6 (504502 and 504601, respectively) and IL-10 (505002 and 504906, respectively) antibodies were purchased from Biolegend (San Diego, CA). Purified antibodies were used to coat an ELISA plate, according to the manufacturer's instructions, and incubated overnight in 4°C. The plate was then washed 4 times in PBS containing 0.05% tween (PBST) and blocked with 1% BSA in PBS. After 1 hour incubation at room temperature, medium conditioned by bone marrow cells was added and incubated in 4°C overnight. The plate was then washed 4 times in PBST and added was one of the biotinylated antibodies, according to the manufacturer's instructions, and incubated for 1 hour at room temperature. The plate was then washed 4 times in PBST and next added was alkaline phosphatase conjugated to streptavidin, from Jackson ImmunoResearch (016050084; West Grove, PA) according to the manufacturer's instructions. After 30 minutes incubation at room temperature the plate was washed 4 times with PBST and alkaline phosphatase substrate was added (Sigma Aldrich, S0942; St. Louis, MO). The plate was analyzed using a plate reader, for emission in 405nm. Standard curves were established using

mouse recombinant IL-6 (Peprotech, 216-16; Cranbury, NJ) and IL-10 (Biolegend, 575804; San Diego, CA).

## **Methods for scRNAseq analysis**

### Read alignment, barcode de-convolution, and UMI (unique molecular identifier) counting

Following sequencing, we used the Cell Ranger Single Cell Software Suite v 3.1.0 to de-multiplex individual cells, process UMIs, and count UMIs per gene, following the standard pipeline and default parameters. Briefly, by using *cellranger count*, FASTQ files were generated and aligned to the mouse mm10 genome, sequencing reads were filtered by quality score, and cell barcodes and UMIs were assigned to each read. The filtered gene expression matrices from the plaque BL and stCR samples were then used for downstream analyses.

### Filtering cells

To identify low-quality cells and doublets, we visualized the distribution of the number of UMI detected for each cell, the number of genes expressed, and the percentage of reads that were coming from mitochondrial genes using Seurat v 4.1.1(11). To remove potential doublets, i.e. multiple cells captured in a single gel bead emulsion, we removed cells that were outliers for the number of expressed genes, using a cutoff of 6500 genes for plaque BL, 4500 genes for eWAT BL, 3000 genes for plaque stCR, and 4000 genes for eWAT stCR. We also removed cells that had > 7.5% of their reads aligned to mitochondrial genes.

### Normalization and alignment of datasets

To merge our plaque datasets with those from Weinstock et al.(4), we first normalized each of the 4 samples (Plaque BL and CR, and Fat BL and CR) using the *SCTransform* within Seurat. We then integrated the datasets using *SelectIntegrationFeatures* with default parameters and *nfeatures* =3000. We then ran *PrepSCTIntegration*, *FindIntegrationAnchors* and *IntegrateData* using default parameters, but integrating all genes in the dataset, not just the integration features.

### Dimensionality reduction, cluster finding, and cell type annotation

After integrating the 4 datasets, we ran the following functions on the “integrated” assay using Seurat: *RunPCA*, *RunUMAP*, *FindNeighbors*, and *FindClusters*, using 30 PCAs for *RunUMAP* and *FindNeighbors*. We then annotated the clusters with SingleR 1.4.1, using the Zernecke et al. meta-analysis(12) as a reference dataset. A permutation test followed by FDR correction for multiple testing in the R package *scProportionTest*(13) was used to identify significant differences ( $FDR < 0.05$ ) in cell type abundance between stCR and BL in each tissue.

### Downsampling and differential expression

The plaque BL sample had significantly deeper sequencing coverage than the other 3 samples, as shown in Supp. Fig. 2A. This resulted in a skew towards genes that had higher expression in plaque BL when we ran differential expression analyses. To correct this likely source of bias, we downsampled all 4 samples to include a maximum of 10,000 UMI per cell using the *SampleUMI* function within Seurat. We retained the same cluster identities as in the full dataset, and ran differential expression using the downsampled data to get more symmetrical numbers of differentially expressed genes between Plaque BL and the other samples.

Differential gene expression was assessed using a Wilcoxon test in Seurat. P-values were adjusted for multiple testing using Bonferroni correction. Genes were selected as differentially expressed in eWAT using adjusted p-value  $< 0.1$ . Genes were selected as differentially expressed in the plaque using adjusted p-value  $< 0.1$  and requiring at least a 2-fold change in expression.

### Cell-cell communication

Metadata information on cluster membership and raw counts were extracted for each sample and normalized as counts per 10,000; these were then used to run the *cellphonedb method statistical\_analysis*(14) for each individual sample for the analysis. The *significant\_means* output was then parsed using custom scripts to plot the total number of significant interactions per cluster pair.

### Bulk RNA sequencing analysis

Samples from the bulk sequencing analysis were first mapped to mm10 using STAR v 2.6.0, and gene counts were generated using the FeatureCounts function within subread v 1.6.3. 

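The deposited counts list 54146 genes by Ensembl identifier, of which 54079 had a symbol in the gene names used here. Between 21159 and 24264 genes had at least 1 count in FCGR4+ libraries and between 24901 and 26545 in FCGR4- libraries. The 10 genes with the most counts took from 11.5% to 18.4% of a library, and mitochondrial genes took from 4.13% to 9.88%. Because read pairs that map to several places were counted at each place, the totals count such pairs more than once. The gene of CD11b, *Itgam*, shares 72.4% of its transcript sequence with an overlapping gene, and pairs that fall on both are not assigned by the counting, so its level (137.5 ± 11.9 and 135.9 ± 39.3 normalized CPM in FCGR4+ and FCGR4- libraries, SD, n = 4 mice) is uncertain.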

We then used DESeq2 v 1.30.1 to detect differential expression between the FCGR4 positive and FCGR4 negative macrophages, using a paired sample approach with the model *design = ~mouse + treatment* where mouse was the individual mouse and treatment was either Fcgr4 positive or negative. We used the Bioconductor package clusterProfiler v 3.18.1 to perform GO and KEGG enrichment on genes significantly differentially expressed between Fcgr4 positive and negative macrophages.

### **Statistical analysis**

GraphPad Prism 9 (GraphPad Software) was used for statistical analysis. Data are expressed as mean  $\pm$  SEM. Comparison of two groups was analyzed using a 2-tailed student t-test. With three or more groups, statistical analysis was performed using one-way ANOVA, with Tukey's multiple comparisons testing and Gaussian distribution. Comparison of two parameters for two or more groups was performed using a two-way ANOVA, with Sidak's multiple comparison testing. All data were checked for normality and non-parametric testing was performed when data were not normally distributed.  $p < 0.05$  was considered significant.

### **REFERENCES**

1. Peled M, Nishi H, Weinstock A, Barrett TJ, Zhou F, Quezada A, et al. A wild-type mouse-based model for the regression of inflammation in atherosclerosis. *PLoS One*. 2017;12(3):e0173975.
2. Kosteli A, Sugar E, Haemmerle G, Martin JF, Lei J, Zechner R, et al. Weight loss and lipolysis promote a dynamic immune response in murine adipose tissue. *J Clin Invest*. 2010;120(10):3466-79.
3. Yurdagul A, Jr., Subramanian M, Wang X, Crown SB, Ilkayeva OR, Darville L, et al. Macrophage Metabolism of Apoptotic Cell-Derived Arginine Promotes Continual Efferocytosis and Resolution of Injury. *Cell Metab*. 2020;31(3):518-33 e10.
4. Weinstock A, Brown EJ, Garabedian ML, Pena S, Sharma M, Lafaille J, et al. Single-Cell RNA Sequencing of Visceral Adipose Tissue Leukocytes Reveals that Caloric

- Restriction Following Obesity Promotes the Accumulation of a Distinct Macrophage Population with Features of Phagocytic Cells. *Immunometabolism*. 2019;1.
5. Hartvigsen K, Binder CJ, Hansen LF, Rafia A, Juliano J, Horkko S, et al. A diet-induced hypercholesterolemic murine model to study atherogenesis without obesity and metabolic syndrome. *Arterioscler Thromb Vasc Biol*. 2007;27(4):878-85.
  6. Stanford KI, Middelbeek RJ, Townsend KL, An D, Nygaard EB, Hitchcox KM, et al. Brown adipose tissue regulates glucose homeostasis and insulin sensitivity. *J Clin Invest*. 2013;123(1):215-23.
  7. Aouadi M, Tencerova M, Vangala P, Yawe JC, Nicoloso SM, Amano SU, et al. Gene silencing in adipose tissue macrophages regulates whole-body metabolism in obese mice. *Proc Natl Acad Sci U S A*. 2013;110(20):8278-83.
  8. Barreby E, Sulen A, and Aouadi M. Glucan-Encapsulated siRNA Particles (GeRPs) for Specific Gene Silencing in Adipose Tissue Macrophages. *Methods Mol Biol*. 2019;1951:49-57.
  9. Tesz GJ, Aouadi M, Prot M, Nicoloso SM, Boutet E, Amano SU, et al. Glucan particles for selective delivery of siRNA to phagocytic cells in mice. *Biochem J*. 2011;436(2):351-62.
  10. Bjorklund MM, Hollensen AK, Hagensen MK, Dagnaes-Hansen F, Christoffersen C, Mikkelsen JG, et al. Induction of atherosclerosis in mice and hamsters without germline genetic engineering. *Circ Res*. 2014;114(11):1684-9.
  11. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-87 e29.
  12. Zernecke A, Winkels H, Cochain C, Williams JW, Wolf D, Soehnlein O, et al. Meta-Analysis of Leukocyte Diversity in Atherosclerotic Mouse Aortas. *Circ Res*. 2020;127(3):402-26.
  13. Miller SA, Policastro RA, Sriramkumar S, Lai T, Huntington TD, Ladaika CA, et al. LSD1 and Aberrant DNA Methylation Mediate Persistence of Enteroendocrine Progenitors That Support BRAF-Mutant Colorectal Cancer. *Cancer Res*. 2021;81(14):3791-805.
  14. Efremova M, Vento-Tormo M, Teichmann SA, and Vento-Tormo R. CellPhoneDB: inferring cell-cell communication from combined expression of multi-subunit ligand-receptor complexes. *Nat Protoc*. 2020;15(4):1484-506.

## Supplemental Figures

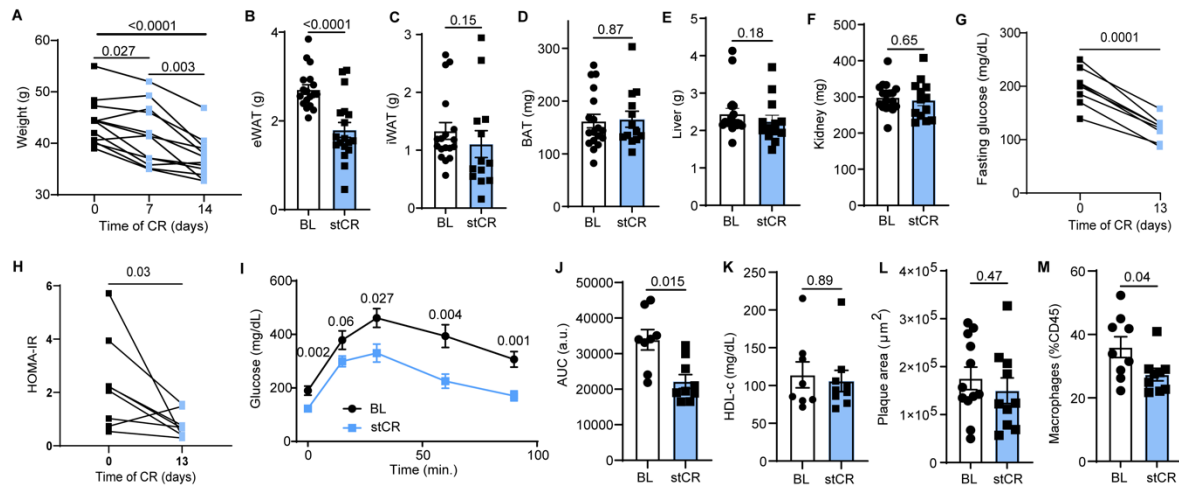

### **Supp. Fig. 1: stCR promotes weight loss and improves metabolic parameters.**

(A) Body weight assessed during caloric restriction. (B-F) Tissue weights at the end of the experiment: (B) eWAT, (C) iWAT, (D) BAT, (E) liver (F) and kidney. (G) Fasting glucose levels at baseline and after stCR. (H) Homeostatic Model Assessment for Insulin Resistance (HOMA-IR) at baseline and after stCR. (I, J) Glucose tolerance test performed in baseline vs. caloric restricted mice. (K) HDL-C measurements. (L) Total plaque area quantified in root sections. (M) Proportion of macrophages from all white blood cells in aortic arches, measured by flow-cytometry. P-values were determined via (A) one-way ANOVA with Tukey's multiple comparisons test, (B, F-L) two-tailed Student's t-test and (C-E, M) Mann-Whitney test. Data are shown as the mean ± SEM.

**Supp. Fig. 2: Single-cell RNA-seq of plaque and eWAT leukocytes in obesity and weight loss.**

(A) Quality control of scRNAseq data pre- and post-filtering for cells containing >10,000 unique RNA reads (see methods). UMAPs color coded by (B) sample type and (C) closest match compared to Zernecke et al. (D) Top 5 marker genes per cluster. (E) Expression of marker genes defined by Zernecke et al., used to annotate leukocyte clusters in our dataset. (F) Number of clusters with shared DEGs (comparing stCR and BL) in eWAT (red) and plaques (blue). (G) Cell-cell interaction analysis, presenting the number of receptor-ligand pairs across all clusters in plaque (top) and eWAT (bottom) in obese (left) and stCR (right). Data are shown as the mean  $\pm$  SEM.

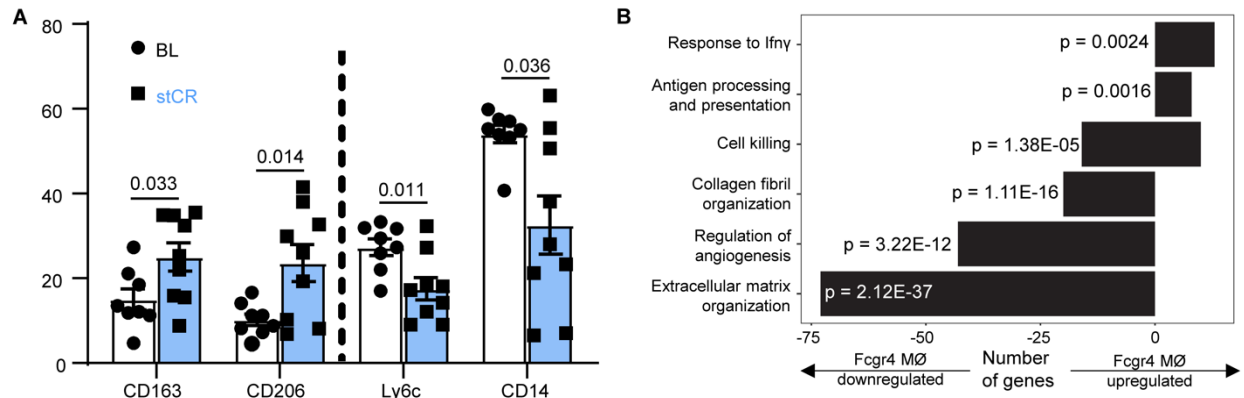

**Supp. Fig. 3: stCR induces a less inflammatory, pro-resolving phenotype of plaque macrophages, partly through induction of *Fcgr4*<sup>+</sup> macrophages.**

(A) Flow cytometry analysis of plaque macrophages after aortic arch digestion (n=8-10). P-values were determined via two-tailed Student's t-test except for CD14, which was determined by Mann-Whitney test. (B) GO pathways increased and repressed in FCGR4<sup>+</sup> macrophages ("Fcgr4 MΦ") from adipose tissue following caloric restriction. Enriched GO terms have adjusted p-value < 0.05. Data are shown as the mean ± SEM.

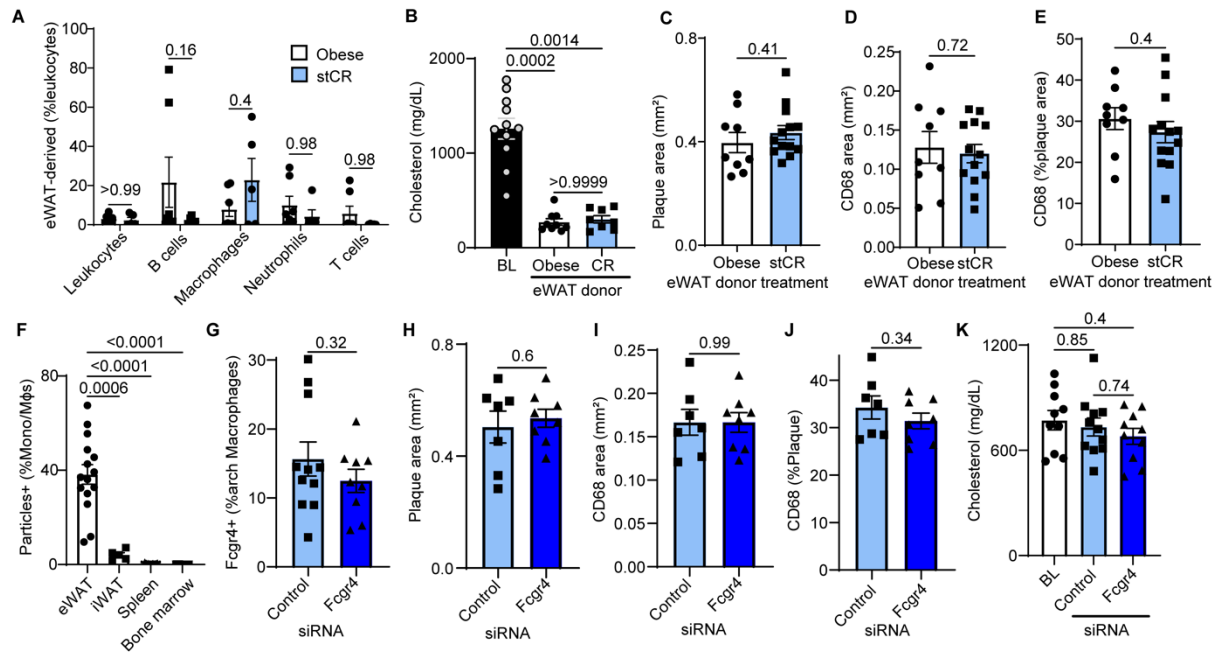

**Supp Fig. 4: *Fcgr4*<sup>+</sup> macrophages from eWAT reduce plaque necrotic core, but do not change plaque macrophage content.**

(A) Flow cytometry analysis of plaque leukocytes of eWAT recipient mice, 2 weeks after transplantation (n=5-6). (B) Plasma cholesterol at tissue harvest. (C) Quantification of total plaque area and (D-E) macrophage content in aortic root sections (n=7-11). (F) Flow cytometry analysis of particle engulfment by macrophages from different tissues (n=5-12). (G) Flow cytometry analysis of FCGR4<sup>+</sup> macrophages (Fcgr4<sup>+</sup> on Y-axis) in aortic arch of mice receiving either control or *Fcgr4* siRNA-containing particles (n=9-12). (H) Quantification of total plaque area and (I-J) macrophage content of aortic root sections, after injections of control or *Fcgr4* siRNA particles. (K) Plasma cholesterol after 2 weeks of siRNA-carrying particle treatment. P-values were determined via (A) two-way ANOVA with Sidak (F,K) one-way ANOVA with Tukey's multiple comparisons test, (E) Kruskal-Wallis with Dunn's multiple comparisons test and (B-D, G-J) two-tailed Student's t-test. Data are shown as the mean ± SEM.

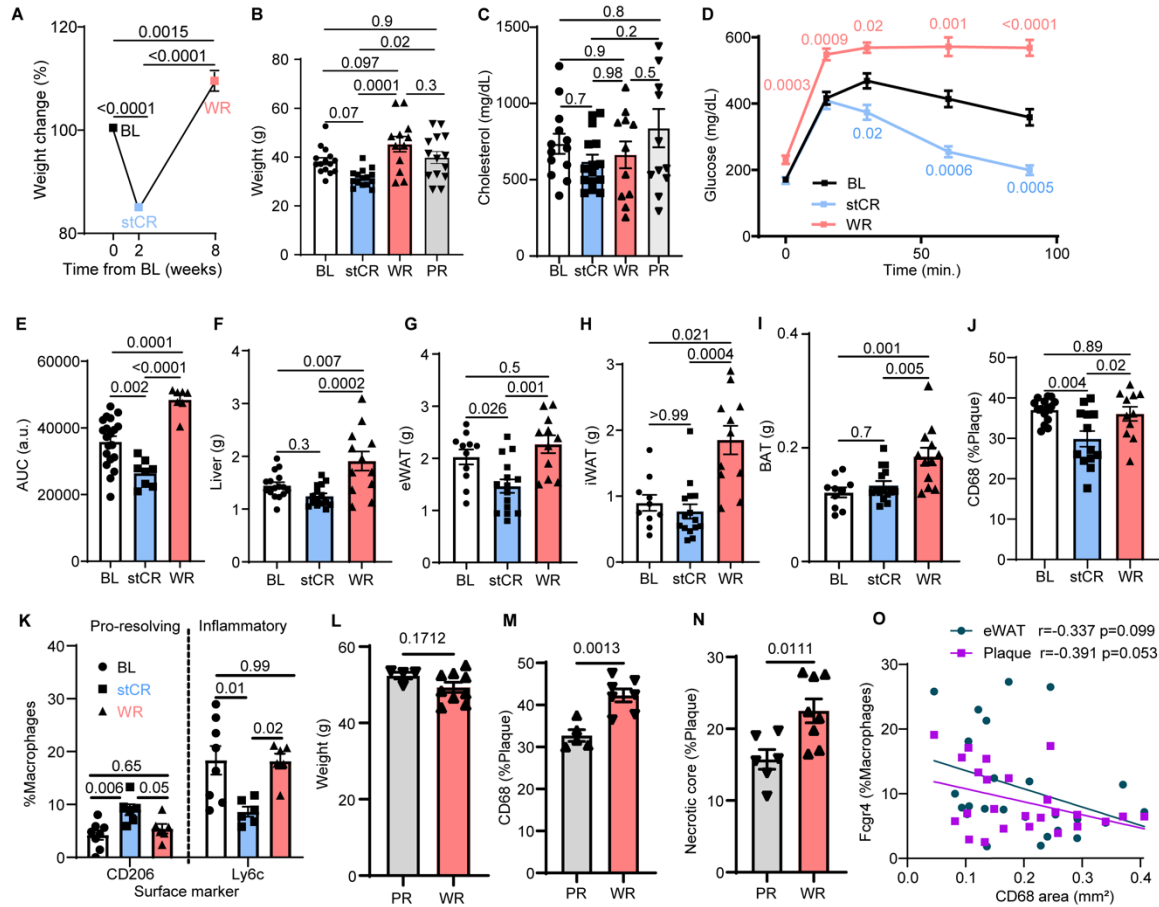

**Supp. Fig. 5: Weight regain worsens metabolic parameters and plaque inflammation.**

(A) Percent body weight change during weight cycling,  $n=29$ . (B) Body weight and (C) plasma cholesterol levels of all groups at harvest. (D, E) Glucose tolerance test performed in baseline, stCR and weight regain groups,  $n=7-20$ . (F-I) Tissue weights at the end of the experiment: (F) liver, (G) eWAT, (H) iWAT, (I) BAT. (J) Macrophage percentage of total plaque area measured in aortic root sections. (K) Flow cytometry analysis of aortic arch macrophages. (L) Body weights (M) CD68 and (N) necrotic core content in a separate cohort of mice harvested after 3 weeks of weight regain and

compared to mice that did not weight cycle (n=6-8). (O) Simple linear regression showing correlation between *Fcgr4*<sup>+</sup> macrophages (*Fcgr4* on Y-axis) from eWAT and plaques with total macrophage content in plaques. P-values were determined via (A-G, K) one-way ANOVA with Tukey's multiple comparisons test, (H) Kruskal-Wallis with Dunn's multiple comparisons test, (L-M) student t-test and (N) simple linear regression analysis. Data are shown as the mean  $\pm$  SEM.

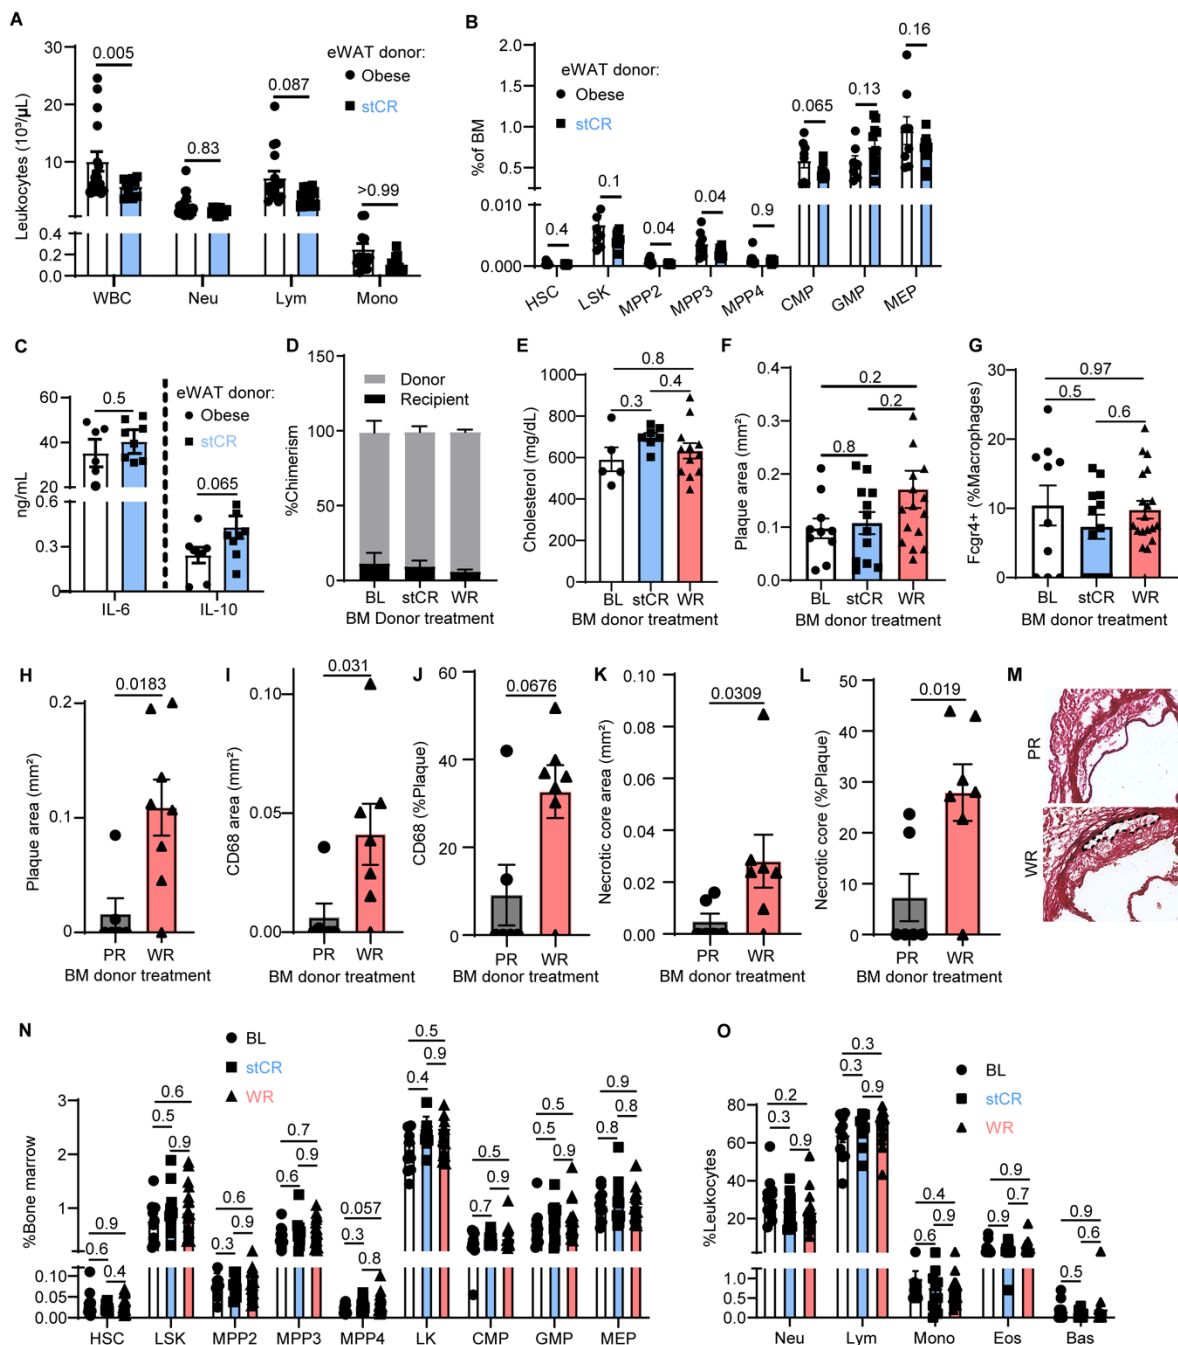

**Supp. Fig. 6: Weight cycling induces long-term reprogramming of hematopoietic progenitors.**

(A) Abundances of circulating white blood cells and (B) their bone marrow progenitors in mice transplanted with eWAT from obese and stCR donors (Fig. 4A). (C) Cytokines produced by bone marrow cells harvested from mice transplanted with obese or stCR

eWAT and treated ex vivo with LPS for 16h, n=6-8. (D) Engraftment frequencies of donor cells following BM transplantation, n=6-8. (E) Plasma cholesterol at the end of BM transplantation experiment, n=5-10. (F) Total plaque area of mice transplanted with BL, stCR and WR bone marrows and fed HFHC diet for 14 weeks. (G) Flow cytometry analysis of FCGR4+ macrophages in plaques, n=8-14. (H-M) Bone marrow transfer studies were repeated, with donors either continuously fed ad libitum (PR), or subjected to the weight cycling protocol (as in Fig. 6D; n=6-7). Recipient mice were harvested after 14 weeks of HFHC diet feeding and aortic root sections assessed for (H) plaque area, (I-J) macrophage content and (K-M) necrotic core content. (N) Frequencies of bone marrow hematopoietic stem and progenitor cells and (O) circulating white blood cells were analyzed at the end of the bone marrow transplantation experiment. P-values were determined via (A, B, O) two-way ANOVA with Sidak multiple comparison test, (C) two-tailed Student's t-test, (J-N) Mann-Witney test, and (E-G) one-way ANOVA with Tukey's multiple comparisons test. Data are shown as the mean  $\pm$  SEM.

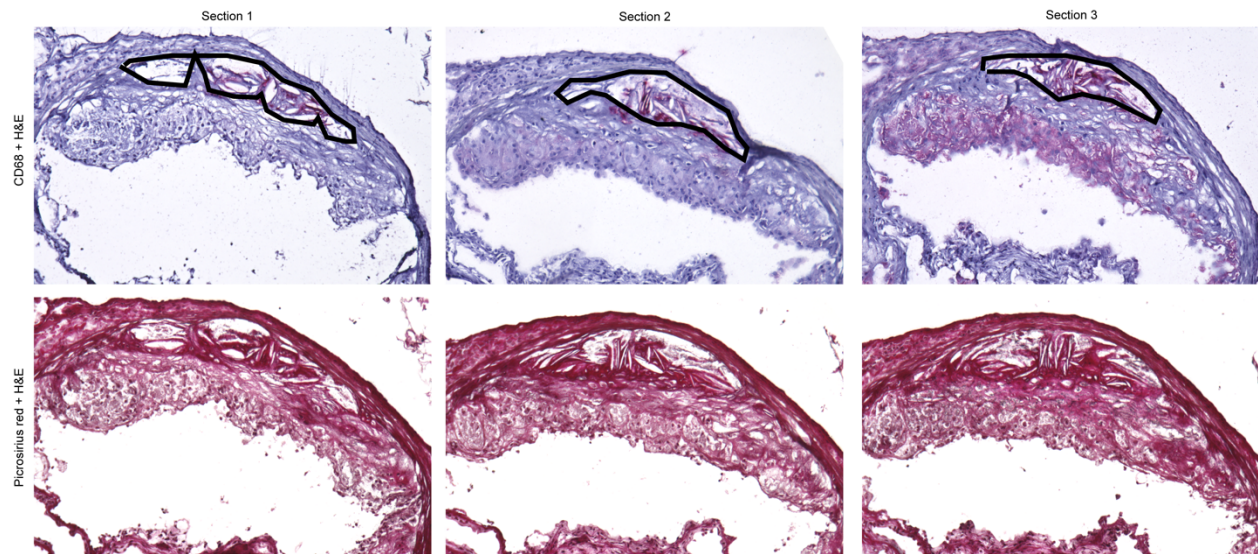

**Supp. Fig. 7: Necrotic core quantification.**

Adjacent sections (6 $\mu$ m apart) of aortic roots were stained for H&E together with either CD68 (top row) or picrosirius red (bottom row). Areas lacking both nuclei and extracellular matrix were defined as necrotic core (outlined in black). The picrosirius red images were used to confirm the necrotic core area selection in the CD68-stained slides, then used for quantification. Serial sections spanning >400 $\mu$ m were quantified per mouse. Data are shown as the mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

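Bulk RNA-Seq was performed by the authors on FCGR4+ and FCGR4- macrophages sorted from the eWAT of 4 obese mice after 2 weeks of stCR, giving 8 libraries. The authors mapped the reads to mm10 with STAR and made counts per gene with featureCounts, and the deposited values are these counts, unnormalized, for 54146 genes. The file's own record of the command shows that read pairs were counted, that pairs mapping to several places were counted at each, and that strand was not used. The gene length given beside the counts is also the authors' and was used only to check for a length bias and to match random lists. Every per-sample column was used (0 were left out).

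The libraries were mapped to population and mouse from the sample labels and the paper's Supplemental Methods, which fit a paired model with mouse and population. The pairing is the mouse number in those labels. Mice 1 and 2 and mice 3 and 4 carry different animal ID prefixes. Total counts lay between 35992794 and 66856746 per library, and 3 counts, the smallest number taken as a signal, correspond to between 0.0440 and 0.0883 normalized CPM.

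From the counts, genes with at least 10 counts in at least 4 of 8 libraries were kept (17095 genes). They were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with mouse as a block, Benjamini-Hochberg adjustment and a threshold of 0.1. The quasi-likelihood function was run with the defaults of this version, and its newer method is an alternative added after the data had been seen. The newer method had for a time been run in place of the default, by mistake; the default was restored because the design names the function with no other setting, after the number of genes under both was known (217 and 629). Standard errors were computed as the log2 fold change divided by the square root of the test's F statistic. Per-mouse ratios are on log2 CPM with a prior count of 2. Coordinates are those of the deposited gene annotation on mm10. The share of a gene's sequence that occurs in other genes was computed with 50-base words over a later GENCODE release of the same build.

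For the terms of the paper, 7 gene lists and 16 lists of cell markers were written by hand before the counts were examined, but after the part of Supplemental Table 4 used here had been read, so they are not independent of it. Enrichment among the called genes was tested by a one-sided Fisher's exact test in 8 tests. The named genes are those the paper names in its text or in Fig. 3L, the Fcγ receptors, the sort and flow markers, members of the lists that passed the threshold, and the 10 highest and 10 lowest log2 fold changes among genes past the threshold that changed the same way in 4 of 4 mice. A mouse with 0 counts in both libraries was counted as having no direction, a rule set after 1 such gene had been seen; it lowered the number of called genes with 1 direction to 214 and exchanged 1 of the 10 lowest. The paper's own gene ontology and KEGG enrichment was not repeated here. Alternatives were no replicate block, DESeq2 1.42.0 with the paired model, RLE size factors, library size alone, other filters on low counts, a threshold of 0.05, leaving out each mouse, each ID prefix alone, and for the lists limma's camera (limma 3.58.1), 10000 random lists matched on mean expression in 20 bins, and Reactome pathways (from fgsea 1.28.0). These and the design were set before the data were examined. The list tests without *Fcgr4* and edgeR's newer quasi-likelihood method were added afterward.

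The fits were tested on simulated counts for the 17095 genes, drawn with the libraries' own means, sizes and dispersions as edgeR estimated them, with 200 genes changed by known fold changes. edgeR's paired fit called 126 genes, 9 of them unchanged ones, and recovered 58.5% of the changed genes and 78% of the 100 changed 4-fold. DESeq2 called 213, of which 70 were unchanged ones, and recovered 71.5%. With no replicate block, edgeR called 65 genes, none wrongly. No call on a changed gene had the wrong direction in these fits. edgeR's newer method called 156, of which 31 were unchanged ones. Since the counts were drawn with edgeR's estimates, they can favor edgeR over DESeq2.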

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

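The tests on marker lists below were chosen after the result was seen; the test of shared sequence was narrowed after its values were seen. In all, 122 groups of 4 values were examined for a sample far from the others. In 7 of them one mouse lay apart, where 6.1 are expected by chance, so such mice are about as frequent as chance gives. No biological explanation was tested for them.

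The gap of the outlying mouse, as a share of the whole range of per-mouse log2 ratios of FCGR4+ over FCGR4- macrophages, was 0.830 for *Mertk* (mouse 4, 0.23 against 0.48 to 0.53 in the other mice), 0.900 for *Ccr7* (mouse 4, -5.07 against -3.13 to -2.91), 0.858 for *Klrd1* (mouse 4, -0.97 against -2.42 to -2.22), 0.925 for *Vcan* (mouse 1, -0.65 against -1.71 to -1.63), 0.841 for *Il1r2* (mouse 1, -1.66 against -2.88 to -2.68), 0.984 for *S100a8* (mouse 2, -2.33 against -2.05 to -2.04), and 0.840 for *Cma1* (mouse 3, -3.30 against -6.28 to -5.80). The direction of each was the same in 4 of 4 mice.

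Markers of cells other than macrophages, which the paper does not discuss for these libraries, were higher in FCGR4- than in FCGR4+ libraries. Set against random lists matched on mean expression, 9 of the 11 marker lists of other cells lay lower in FCGR4+ libraries. The median log2 fold change was -5.52 for mast cell and basophil markers, -2.31 for dendritic cell markers, -2.17 for T and NK cell markers, -2.09 for B cell markers, -2.07 for neutrophil markers, -1.99 for fibroblast and preadipocyte markers, -1.64 for fibroblast markers that encode no matrix protein, -1.45 for mesothelial markers, and -1.24 for endothelial markers. Mast cell and basophil markers together made up 1072 ± 817.2 normalized CPM (SD, n = 4 mice) in FCGR4- libraries and 25.4 ± 7.34 in FCGR4+ libraries, and were lower in FCGR4+ libraries in 4 of 4 mice. This sum is not alike for all lists, since abundant genes dominate it. The sum of T and NK cell markers was 113.7 ± 42.4 in FCGR4+ and 136.3 ± 71.1 in FCGR4- libraries (SD, n = 4), lower in 2 of 4 mice. That of fibroblast markers that encode no matrix protein was 274.6 ± 44.8 and 314.1 ± 80.3 (SD, n = 4), lower in 3 of 4, as was that of endothelial markers. The sum of adipocyte markers, a list that did not lie lower than random lists, was higher in FCGR4+ libraries in 4 of 4 mice (3781 ± 1288 against 2607 ± 1419, SD, n = 4). Macrophage markers had a median log2 fold change of 0.43, higher than in random lists (permutation P = 0.0002), and their sum was higher in FCGR4+ libraries in 4 of 4 mice.

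Reads shared between paralogs were tested as a technical explanation, by leaving out markers with at least 10% of their sequence in other genes. Of the 9 lists, 5 lost a gene by this, and 5 of these 5 lay lower than random lists afterward, so reads shared between paralogs could not account for them fully. The other 4 lists lost no gene, so the test shows nothing for them. The mast cell and basophil list is one of these, and its median of -5.52 could not move. RNA from other cells in the FCGR4- sort is a candidate explanation, but the 9 of 11 lists that lay lower are the observation that raised it and no independent test of it. These counts cannot tell such cells or their RNA from expression of the same genes by FCGR4- macrophages, so no explanation is preferred.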

How the results depend on the processing

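The design and all alternatives except 2 were set before the data were examined. The log2 fold change of *Fcgr4* kept its direction and its side of the threshold under every alternative run, from 1.42 with mice 3 and 4 alone to 1.78 with mice 1 and 2 alone. The cause of each change below was not tested.

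The number of genes past the threshold, 217 (14 higher, 203 lower in FCGR4+ macrophages), depended on the test. With no replicate block, the paired samples being treated as unpaired, it was 48 (1 higher, 47 lower). With DESeq2 it was 1024 (192 higher, 832 lower), and all 217 genes of the paired edgeR fit were among them. The lower genes made up 93.5% of the calls with TMM and 81.2% with DESeq2. With no filter on low counts it was 1054 (159 higher, 895 lower), and with a threshold of 0.05 it was 76 (2 higher, 74 lower). With library size alone, 8 genes were higher, and the median of all genes moved from 0.00 to -0.09 on the log2 scale. With mice 1 and 2 alone it was 115 (7 higher, 108 lower), and with mice 3 and 4 alone it was 72, with 61 lower. Leaving out each mouse gave from 78 to 162 genes, from 2 to 9 higher and from 76 to 153 lower. With RLE size factors and with at least 10 counts in every sample, the numbers were 214 and 256. edgeR's newer quasi-likelihood method, chosen after seeing the data, gave 629 (57 higher, 572 lower). On simulated counts with 200 changed genes, 7.14% of the calls of the edgeR fit, 32.9% of those of DESeq2, and 19.9% of those of the newer method were genes that had not been changed.

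For the gene lists, values are P values of one-sided Fisher's exact tests, of one-sided tests against random lists, or of camera, which is two-sided. The extracellular matrix list passed under every alternative run. The collagen fibril list did not pass at a threshold of 0.05 (0.152) and ranged from 1.4e-07 to 0.158 when each mouse was left out. The angiogenesis list did not pass with no replicate block (paired samples treated as unpaired, Fisher's exact P = 1) or at a threshold of 0.05 (0.364), and ranged from 0.00114 to 0.236 when each mouse was left out. The interferon γ list passed with DESeq2 (15 genes higher, 2.0e-12), with at least 10 counts in every sample (6 genes, 4.0e-09), and with camera (0.0460). It did not pass with no replicate block (Fisher's exact P = 1) or with the Reactome pathway (Fisher's exact P = 1). The fit with no replicate block, where samples are not paired, called 1 gene higher, *Fcgr4*, which is not in this list, so its value says nothing about interferon γ genes. With the Reactome pathway no gene was called higher. The median of the list written by hand was lower than in most of the 10000 random lists (0.6463). Leaving out each mouse gave from 5.1e-06 to 1. The antigen presentation list did not pass in the paired edgeR fit. Its P was 0.00591 with no replicate block, 0.0118 at a threshold of 0.05, and from 0.0118 to 0.0521 when each mouse was left out, but in these fits *Fcgr4*, the sorted marker, was its 1 gene called higher, so the values restate the sort. Without *Fcgr4*, chosen after seeing the data, and with the Reactome pathway no gene was called higher (Fisher's exact P = 1 for both). That Reactome pathway is of MHC class I presentation alone, so it is narrower than the paper's term. With DESeq2, 7 genes were called higher (1.4e-04), while camera gave 0.268 and the random lists gave 0.2564. For the Reactome pathway camera gave 0.00197 toward higher expression, with 74 of its 102 tested genes higher and 28 lower, while its median did not lie above random lists (0.1447).

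The cell killing list was enriched among higher genes, but its median was lower than that of the random lists (permutation P = 1 for a higher median) and camera gave 0.0536 for a lower rank. Without *Fcgr4*, chosen after seeing the data, its P was 0.115 by Fisher's exact test. With *Fcgr4* in the list, leaving out each mouse gave from 5.5e-05 to 0.0172, DESeq2 called 9 genes higher (5.0e-05), and the filter of at least 10 counts in every sample gave 3 (5.2e-04). Among lower genes DESeq2 called 22 (3.6e-06). There it did not pass with no replicate block (Fisher's exact P = 1), at a threshold of 0.05 (0.138), or with camera (0.0536), and ranged from 0.00242 to 0.250 when each mouse was left out. The efferocytosis list passed with DESeq2 (14 genes higher, 2.3e-11) and with at least 10 counts in every sample (3 genes, 3.6e-04). It did not pass with camera (0.0738), and its median was lower than in most of the random lists (0.8294). With *Fcgr4* in the list, it ranged from 5.9e-04 to 0.0571 when each mouse was left out. Without *Fcgr4*, chosen after seeing the data, it gave 0.0857.

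Among single named genes, 6 results reversed. *Itgam* was -0.029 with library size alone, from -0.10 (without mouse 1) to 0.185 when each mouse was left out, and -0.057 with mice 3 and 4 alone, *Ly6c2* was 0.20 with no replicate block and 0.24 with mice 3 and 4 alone, and *Cd14* was 0.017 with mice 1 and 2 alone. With library size alone the median of all genes also moved, from 0.00 to -0.09. *Itgam* moved about as far, from 0.060, so that reversal shows nothing specific to this gene. None of *Itgam*, *Ly6c2*, and *Cd14* passed the threshold in the paired fit. Of the other changes, 414 were weaker and 24 were stronger, and 996 results stayed the same.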

Differences from the paper's values

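Of the 1999 genes in the part of Supplemental Table 4 used here, the paper calls 137 with an adjusted P under 0.1, 28 higher and 109 lower in FCGR4+ macrophages. Among the same genes the paired edgeR fit called 29, 2 higher and 27 lower. With DESeq2 the numbers were 138, 31 and 107, and with no filter on low counts in edgeR they were 133, 21 and 112, so the gap closed in both. With the other alternatives set before the data were examined (no replicate block, RLE size factors, library size alone, at least 10 counts in every sample, each mouse left out, and each ID prefix alone) it did not close. Apart from genes with 0 counts in FCGR4+ libraries, whose fold changes are only bounds, the log2 fold changes of the named genes in that part of the table did not differ from the paper's by more than the larger of the SD over mice and the paper's error. All 29 genes called by edgeR were among the 137.

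The paper names *Il10* and *Pparg* among the genes with higher expression in FCGR4+ macrophages, and Fig. 3L labels *Mertk*, *Mlxipl*, and *Marco* as higher as well. In the paired edgeR fit their adjusted P values were 0.126, 0.262, 0.291, 0.303, and 0.445, and none passed. With DESeq2, which is the paper's tool, all 5 passed (from 8.3e-04 for *Il10* to 0.0462 for *Mertk*). With no filter on low counts, *Il10*, *Pparg*, *Mlxipl*, and *Marco* passed, and with at least 10 counts in every sample *Il10* passed (0.0668). With edgeR's newer quasi-likelihood method, chosen after seeing the values, *Il10*, *Mlxipl*, and *Marco* passed. Over the alternatives with all 4 mice, the adjusted P values ranged from 6.4e-04 to 0.919 for *Il10*, from 0.0399 to 0.919 for *Pparg*, from 0.0462 to 0.938 for *Mertk*, from 0.0206 to 0.740 for *Mlxipl*, and from 0.0130 to 0.724 for *Marco*.

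The paper states that antigen processing and presentation was enriched in genes higher in FCGR4+ macrophages. The list used here gave P = 0.0796 by Fisher's exact test. The 1 gene called higher was *Fcgr4*, the sorted marker, and without it none was. With DESeq2, the paper's tool, 7 genes of the list were called higher (Fisher's exact P = 1.4e-04). At a threshold of 0.05, with no replicate block, and without mouse 1, 2 or 4 the P was under 0.05 with *Fcgr4* as the 1 gene called, which restates the sort.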

Other observations

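The tests on other cells, on fibroblast markers, on nonclassical monocytes, and on the cell cycle pathway were chosen only after the result was seen.

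The same samples were split in other ways to ask how often a result as large arises. Of the 35 splits of the 8 libraries into groups of 4, 8 part every mouse's libraries as the real one does, 24 part 2 mice's and 3 part none. Of these 8 splits, 1 gave as many genes past the threshold, the real one, and the other splits gave 0. The same held for the higher genes, the lower genes, and each list test (1 of 8 splits for each). A share of 1 in 8, 0.125, is the smallest these 4 mice allow, so chance cannot be excluded by it. Without the block, the split by animal ID prefix, which puts mice 1 and 2 against mice 3 and 4, gave 1324 genes, against 48 for the real split. In the prefix split both libraries of a mouse lie in the same group and were counted as independent replicates, which they are not. The real split without the block parts them, so these 2 numbers of genes cannot be compared directly. Each prefix holds both populations, so prefix and population are not the same split.

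Most of the called genes were lower in FCGR4+ macrophages. Composition scaling and depth were tested as explanations. With library size alone 96.7% of the calls were lower, and with every library thinned to 35992794 counts 93.4% were. The size of the excess depended on the setting. The lower share was 81.25% with DESeq2, 84.9% with no filter on low counts, and 84.7% with mice 3 and 4 alone. At an unadjusted P under 0.05 in the paired edgeR fit, 1141 genes were lower and 530 higher. Across genes, which are not independent replicates, the rank correlation of the log2 fold change was -0.16 with gene length and -0.22 with transcript GC content, within the bounds set before the test. RNA from other cell types is left open as a hypothesis. That 9 of 11 marker lists of other cells lay lower raised it and does not test it independently, and neither do the 42 of the 203 lower genes that are in one of these lists. These counts cannot tell it apart from a difference between the macrophages.

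Matrix genes may come from fibroblasts or their RNA. Fibroblast markers that encode no matrix protein, after removal of those in the matrix, collagen and angiogenesis lists, had a median log2 fold change of -1.53 over 12 genes, of which 11 were lower. The matrix list had -1.70, and the difference was -0.17 (95% bootstrap interval over genes, -0.47 to 0.23). By their medians the 2 lists were not told apart, as RNA from fibroblasts would give. The summed level of the non-matrix markers, before that removal, changed little. It was 274.6 ± 44.8 normalized CPM in FCGR4+ and 314.1 ± 80.3 in FCGR4- libraries (SD, n = 4 mice), lower in 3 of 4 mice. Abundant genes dominate this sum, and the 2 measures differ. RNA from fibroblasts remains a hypothesis, since the counts cannot tell it from expression of matrix genes by FCGR4- macrophages.

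A list of nonclassical monocyte markers includes *Cd300e*, which was among the genes with the highest log2 fold change, and the list was tested as a whole. Its median lay at percentile 26.4 of matched random lists, so the list did not lie higher than random lists. The summed level of its markers was 800.9 ± 99.6 normalized CPM in FCGR4+ and 693.6 ± 27.2 in FCGR4- libraries (SD, n = 4 mice), higher in 4 of 4 mice, so the 2 measures differ and the hypothesis is left open.

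Cell cycle genes may be more active in the FCGR4+ population. The Reactome cell cycle pathway, with 466 tested genes, had a median log2 fold change of 0.12. Across genes, limma's camera gave P = 6.5e-05, and a permutation test against random lists matched on GC content and gene length gave P = 0.0001, the smallest that 10000 lists can give. The median was above that of all genes in 4 of 4 mice, and with library size alone it was 0.03 against -0.09 for all genes. Of its genes, 35 were higher and 7 lower at an unadjusted P under 0.05, and 1 was past the threshold.

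The population difference was tested for dependence on the animal ID prefix. With the interaction in the paired fit, 0 genes had an adjusted P under 0.1, and 2355 had an unadjusted P under 0.05.

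*Cd163*, a marker that the paper measured by flow cytometry in plaque macrophages, was lower in FCGR4+ eWAT macrophages, with a log2 fold change of -0.96 (standard error 0.155, adjusted P = 0.0602 by edgeR, lower in 4 of 4 mice). Leaving out each mouse gave adjusted P values from 0.104 to 0.212, and over the other alternatives they ranged from 3.9e-06 to 0.802. *Mrc1*, the gene of CD206, had 0.68 (adjusted P = 0.258 by edgeR) and was higher in 4 of 4 mice. It passed with DESeq2 (adjusted P = 0.0153) and with no filter on low counts in edgeR (adjusted P = 0.0181). Over the alternatives the values reached up to 0.864. In the 1999 rows of Supplemental Table 4 used here, the paper's test statistic has the opposite sign to its log2 fold change in 1999 rows.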
